# The transcription factor NRSF contributes to epileptogenesis by selective repression of a subset of target genes

**DOI:** 10.7554/eLife.01267

**Published:** 2014-08-12

**Authors:** Shawn McClelland, Gary P Brennan, Celine Dubé, Seeta Rajpara, Shruti Iyer, Cristina Richichi, Christophe Bernard, Tallie Z Baram

**Keywords:** neuron-restrictive silencing factor, epilepsy, gene set enrichment analysis, rat

## Abstract

The mechanisms generating epileptic neuronal networks following insults such as severe seizures are unknown. We have previously shown that interfering with the function of the neuron-restrictive silencer factor (NRSF/REST), an important transcription factor that influences neuronal phenotype, attenuated development of this disorder. In this study, we found that epilepsy-provoking seizures increased the low NRSF levels in mature hippocampus several fold yet surprisingly, provoked repression of only a subset (∼10%) of potential NRSF target genes. Accordingly, the repressed gene-set was rescued when NRSF binding to chromatin was blocked. Unexpectedly, genes selectively repressed by NRSF had mid-range binding frequencies to the repressor, a property that rendered them sensitive to moderate fluctuations of NRSF levels. Genes selectively regulated by NRSF during epileptogenesis coded for ion channels, receptors, and other crucial contributors to neuronal function. Thus, dynamic, selective regulation of NRSF target genes may play a role in influencing neuronal properties in pathological and physiological contexts.

**DOI:** http://dx.doi.org/10.7554/eLife.01267.001

## eLife digest

Epilepsy is a common brain disease that can cause disabling seizures. During a seizure, brain cells send out abnormal signals, which can mean that people having seizures may be unaware of their surroundings and may fall or otherwise injure themselves.

Individuals with epilepsy develop changes in their brain cells and in the circuits that connect these cells together. Some people develop epilepsy because they have mutations in genes. Others develop the condition after an injury or a long seizure, which leads to changes in gene expression and therefore changes to the brain's cells and circuits.

In 2011, researchers found that a protein that normally switches off the expression of certain genes during brain development, but which is almost absent in the adult brain, may run amok after a seizure. The level of this protein—a transcription factor called NRSF—increased in the brains of rats that had been caused to have a seizure. A long provoked seizure caused many of the rats to develop epilepsy. But, if NRSF was blocked after the original seizure, the rats were less likely to have further seizures later on. Now McClelland et al., including several of the researchers involved in the 2011 work, have examined what normally happens to the expression of genes after a seizure and what happens when the NRSF transcription factor is blocked.

McClelland et al. found that only a small subset—about 10%—of the genes that can theoretically be silenced by NRSF are switched off in the brain when this protein's levels increase after a seizure. The increased NRSF levels, unexpectedly, did not affect the genes that bind tightly to this transcription factor. Nor did NRSF affect genes that bind loosely. Instead, the genes that the transcription factor binds to with an intermediate strength were the ones that were switched off. McClelland et al. suggest that this ‘mid-range binding’ to NRSF allows the expression of these genes to be increased or decreased in response to there being more or less NRSF in the cell. Genes that bind tightly to NRSF are likely to already have a lot of NRSF bound and are therefore already switched off; and loosely-binding genes would likely need even more NRSF before they are switched off.

The subset of genes that were switched off by the increased levels of NRSF after a seizure code for a number of proteins that brain cells need to be able to effectively send and receive messages. Blocking the ability of NRSF to bind to these genes and switch them off may help to prevent the brain changes that cause epilepsy.

**DOI:** http://dx.doi.org/10.7554/eLife.01267.002

## Introduction

Epileptic networks arise via numerous mechanisms (Pitkänen et al., 2011; Vezzani et al., 2011; Kim et al., 2012; Hildebrand et al., 2013; Rowley and Patel, 2013). Changes in neuronal properties and resulting alterations of network behavior constitute one of the important mechanisms of epileptogenesis (Yaari and Beck, 2002; Noam et al., 2011; Goldberg and Coulter, 2013). Neuronal properties may change because of genetic mutations in crucial neuronal genes (Meisler and O'Brien, 2012; Oliva et al., 2012; Kingwell, 2013; Papale et al., 2013) or from insult-related alterations of gene expression that affect the levels and function of their products. Whereas altered expression of individual ion channels (Brewster et al., 2002; Khirug et al., 2010; Poolos, 2012; van Loo et al., 2012; Maslarova et al., 2013; Shah et al., 2013), neurotransmitter receptors (Gonzalez et al., 2013; Rojas and Dingledine, 2013), and other cellular components (Zeng et al., 2009; Maroso et al., 2011; Jimenez-Mateos et al., 2012; Liu et al., 2013) have been extensively reported, the nature and mechanisms of the orchestration of these gene expression changes remain unknown: do epilepsy-provoking insults regulate individual genes via distinct cellular pathways? Alternatively, are there clusters of genes that are co-regulated based on specific common properties, and whose altered expression contributes to the generation of ‘epileptic neurons’? (Brooks-Kayal et al., 2009; McClelland et al., 2011b; Kobow and Blümcke, 2012; Roopra et al., 2012; van Loo et al., 2012). These questions are critical for the understanding and future prevention of certain epilepsies.

Gene expression is dynamically regulated throughout life and influences neuronal phenotype and behavior (Bale et al., 2010; Robison and Nestler, 2011; Sweatt, 2013). This dynamic regulation is mediated by transcriptional enhancers and repressors that bind to specific sequences of target genes and modify their expression (Ballas et al., 2005; Kohyama et al., 2008; Hwang et al., 2010). The repressor neuron-restrictive silencer factor (NRSF/ REST) functions by binding a DNA sequence called neuron-restrictive silencer element (NRSE) to mediate long-term, cell-specific gene repression (Schoenherr and Anderson, 1995) via complex interactions with co-repressors such as mSin3 and Co-Rest (Chen et al., 1998; Andres et al., 1999; Naruse et al., 1999; Roopra et al., 2001; Wood et al., 2003; Belyaev et al., 2004; Kuwabara et al., 2004; Mortazavi et al., 2006; Johnson et al., 2007; Abrajano et al., 2009). NRSF is highly expressed in non-neuronal tissues where it represses neuronal genes (Ballas and Mandel, 2005) and has important roles in neurogenesis and neuronal differentation within the brain (Hsieh et al., 2004; Singh et al., 2008; Westbrook et al., 2008; Mandel et al., 2011; Aoki et al., 2012; Ernsberger, 2012; Kok et al., 2012; Rodenas-Ruano et al., 2012).

NRSF levels are low in mature hippocampus where ∼600 expressed genes contain NRSEs and are thus potentially regulated by the repressor. Hippocampal NRSF expression increases several-fold following seizures (Palm et al., 1998; Garriga-Canut et al., 2006; McClelland et al., 2011a) and following other insults that promote epilepsy (Calderone et al., 2003; Noh et al., 2012; Kaneko et al., 2014). We found that blocking NRSF function attenuated the epileptic phenotype induced by severe seizures (McClelland et al., 2011a). However, it is unclear ‘how’ augmented NRSF levels promote selective neuronal phenotypic changes that provoke epilepsy. In this study, we used large-scale transcriptome arrays, qPCR validation, chromatin immunoprecipitation (ChIP), and gene set enrichment analysis (GSEA) to examine the basis of NRSF-dependent gene expression changes during epileptogenesis. Surprisingly, a twofold to threefold increase of NRSF levels, induced by epilepsy-provoking seizures, led to repression of only a subset of potentially regulated genes, and these were rescued by interfering with NRSF function. Unexpectedly, genes found to be regulated by NRSF were characterized by mid-range NRSF-binding probabilities during the naive state. This moderate baseline binding enabled a significant increase of NRSF binding to these genes upon modest increases in NRSF tissue levels. NRSF-regulated hippocampal genes included ion channels, receptors, calcium-related molecules, and other transcription factors that govern neuronal function and plasticity, suggesting that their repression might contribute to the pathogenesis of epilepsy.

## Results

### NRSE-containing genes are preferentially repressed by seizure-provoked increase of hippocampal NRSF levels

NRSF mRNA and protein expression in mature hippocampus were increased following long seizures induced by systemic administration of the glutamate receptor agonist, kainic acid (KA) (Figure 1A,B). The direct dependence of increased NRSF expression on network activity (seizures) was tested by examining NRSF levels in vitro, using organotypic hippocampal slice cultures, where most potential confounders were excluded. KA provoked seizure-like electrophysiological events in the hippocampal slice (Richichi et al., 2008) and led a to time-dependent increase of NRSF mRNA and protein levels (Figure 1C,D).

**Figure 1.**
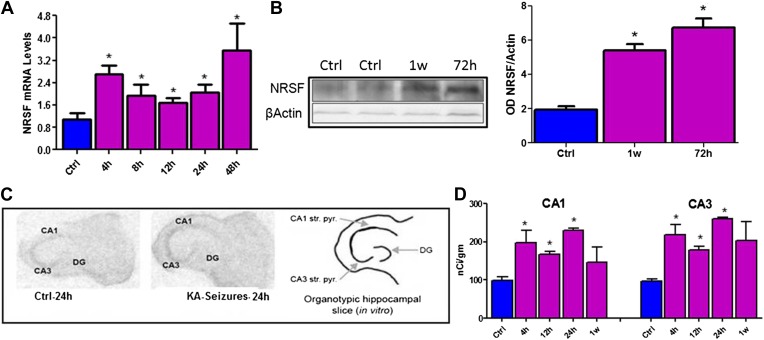
Kainic acid (KA)-seizure-induced increase of NRSF expression. (**A**) Time-course of NRSF mRNA expression levels following KA-induced seizures, n = 4/group. (**B**) Representative western blot image of NRSF protein levels in control (ctrl) animals and animals at 72 hr and 1 week post KA-induced seizures. Quantification of NRSF protein levels using optical density measurements (ctrl 1.96 ± 0.18, n = 6; KA+72hr 6.75 ± 0.54, n = 3; KA+1 week: 5.42 ± 0.36, n = 3). (**C** and **D**) In situ hybridization and quantification of NRSF mRNA in organotypic hippocampal slice cultures which had undergone KA-induced seizure-like events. Quantification of mRNA in pyramidal cell layer was performed in control cultures as well as cultures 4 hr, 12 hr, 24 hr, and 1 week following seizure-like events in CA1 and CA3 region of the hippocampus, n = 4–8/group, *p<0.05. **DOI:** http://dx.doi.org/10.7554/eLife.01267.003

Because cellular plasticity often derives from large-scale changes in gene expression (Robison and Nestler, 2011), we examined for such large-scale expression changes here using a microarray analysis. 

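RNA from the CA1 region, dissected 48 hr after status epilepticus, was measured by the authors on Illumina RatRef BeadChips with 1 array per rat. The groups analysed here are 4 rats that received saline and the random ODN (ctrl + random ODN, replicates 1, 2, 9 and 10) and 4 rats with kainic acid seizures and the NRSE-ODN (KA-seizures + NRSE-ODN, replicates 6, 15, 17 and 19). Rats with seizures and random ODN, and controls with NRSE-ODN, were not analysed here, so seizures and ODN sequence differ together between the groups. For 22523 probes the authors deposited a bead-averaged intensity without normalization and a detection p-value for each array. These intensities were background corrected, quantile normalized and put on a log2 scale with limma's neqc (offset 16), which infers the background of each array from the detection p-values. Probes with a detection p-value under 0.05 in at least 4 of the 8 arrays were kept, whichever the group, and a gene with several such probes was represented by the probe with the highest mean signal. This left 11222 features, of which 8109 have a gene symbol in the rat annotation (assembly GRCr8) and 3113 are probes without one. An array detected between 11208 and 11765 probes, with a median of 11307.5. The groups were compared with limma, two-sided, with Benjamini-Hochberg adjustment over all features and a threshold of 0.05, and every difference is KA-seizures + NRSE-ODN minus ctrl + random ODN. The number of arrays limits the precision of these values.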

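In limma, 27 features were higher and 30 were lower in KA-seizures + NRSE-ODN than in ctrl + random ODN at an adjusted p under 0.05, and 2135 had an unadjusted p under 0.05, where 561.1 would be expected by chance. The values of the groups did not overlap for 950 features (8.47%), against 2.86% by chance. These counts rest on single arrays. Without ctrl + random ODN replicate 10 the adjusted test passed 950 features, without KA-seizures + NRSE-ODN replicate 17 it passed 499, and without any other single array it passed between 8 and 23. The balance of directions varied as well, with 541 higher and 409 lower without ctrl + random ODN replicate 10, 149 and 350 without KA-seizures + NRSE-ODN replicate 17, 43 and 31 with the deposited values, and 36 and 53 with normexp and median scaling. The largest increase among named genes past the threshold was that of Npy, from a log2 signal of 9.35 ± 0.34 (SD, n = 4 rats) to 11.72 ± 0.88 (SD, n = 4), a difference of 2.37 (standard error 0.39, adjusted p = 0.0437 from limma). Crhbp, with the lowest adjusted p, rose from 7.10 ± 0.23 to 9.15 ± 0.08, a difference of 2.05 (standard error 0.14, adjusted p = 8.3e-04 from limma). Other large increases were those of Trem2 (1.95), S100a3 (1.94), Lum (1.78), Tmem176b (1.71), Slco2b1 (1.62), Grem1 (1.56), Mustn1 (1.50) and Slc40a1 (1.24), all as log2 differences. The largest decrease among named genes past the threshold was that of Cd72, from 9.49 ± 0.41 to 5.75 ± 0.66, a difference of -3.74 (standard error 0.32, adjusted p = 0.00267 from limma). Among the other large decreases past it, those of Arg1 (-2.99) and Cxcl9 (-2.59) are of genes detected in all 8 rats. The others reach background in KA-seizures + NRSE-ODN, where Cd72, Ccl5, Plscr1 and Ccl19 were detected in 3 of the 4 rats, Wfdc21 and Ms4a4a in 2, and Mcemp1 and Clec4e in 1. With each value that was not detected raised to the lowest detected signal of its array, the log2 differences are -3.66 or lower for Cd72, -3.38 for Wfdc21, -2.74 for Ms4a4a, -2.52 for Ccl5, -2.46 for Plscr1, -2.14 for Ccl19, -2.07 for Mcemp1 and -1.86 for Clec4e. Under the 17 alternatives set before the data were examined, Crhbp stayed past the threshold in 17 and Npy in 7. Cd72 did so in 15 of the 16 whose filter kept it.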

We initially screened the microarray data for candidate genes whose expression was repressed following KA-induced seizures and examined whether these genes contained functional NRSEs. Expression of 12,996 genes was detected in the CA1 region of the rat hippocampus of which 371 (2.8%) contained NRSE sites (Johnson et al., 2007). 470 genes whose expression was significantly repressed by KA-induced seizures were identified by this initial candidate gene analysis that employed routine statistical significance (Subramanian et al., 2005; Yukhananov and Kissin, 2008; Borg et al., 2010; Oberbauer et al., 2010; Stark et al., 2010). Of these, 39 (8.3%) contained NRSF binding sites (Figure 2A). The significant enrichment in the fraction of NRSE-containing genes in the repressed vs total gene population (8.3% vs 2.8%) indicated that NRSF-regulated genes were preferentially repressed by epilepsy-provoking network hyperactivity (Figure 2B).

**Figure 2.**
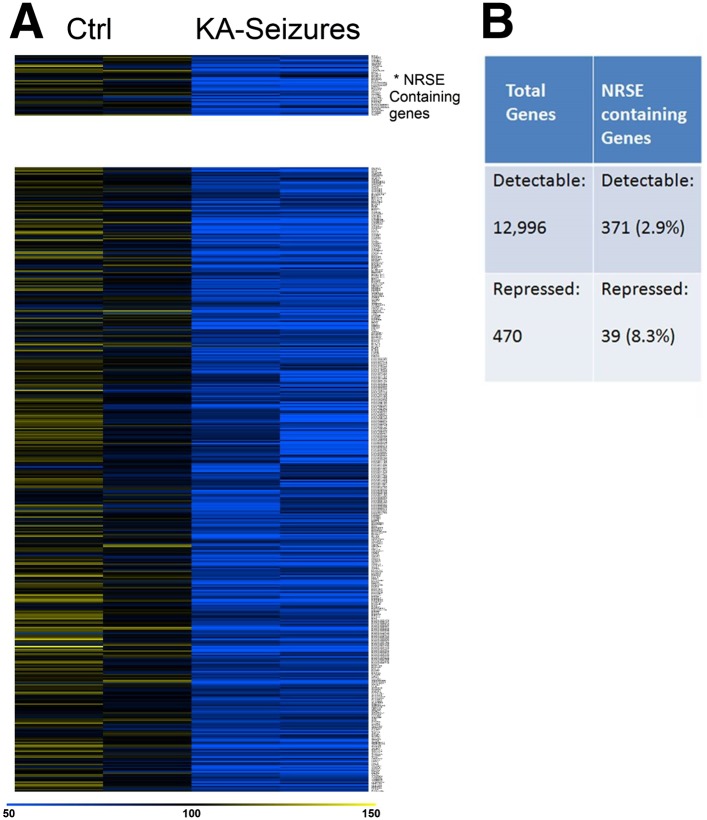
NRSE-containing genes are enriched among hippocampal genes repressed after network activity. (**A**) Heat map representing genes with repressed mRNA expression levels in two representative samples from hippocampi derived from control (Ctrl) and from hippocampi from KA-seizures-experiencing rats. Expression levels are represented by color using a scale from 50% to 150% of expression, where yellow is the highest and blue is the lowest. (**B**) Relative abundance of NRSF target genes among total detected genes vs those repressed by KA-seizures. **DOI:** http://dx.doi.org/10.7554/eLife.01267.004

### Only a subset of NRSE-containing genes are regulated by NRSF in mature hippocampus

Whereas 371 of the detected hippocampal genes contained an NRSE and were therefore potential NRSF targets, only 39 of these were repressed by KA-induced seizures when NRSF levels increased twofold to threefold. To examine if the correlation between NRSF levels and the repression of this subset (∼10%) of NRSE-containing genes was causal, we employed a decoy oligonucleotide strategy to block NRSF binding to the NRSE sequences of genomic DNA (Akhtar et al., 1991; Szklarczyk and Kaczmarek, 1995; Gilar et al., 1998; Soldati et al., 2011; Sedaghat et al., 2013). We generated oligodeoxynucleotides (ODNs) comprised of the NRSF binding sequence (NRSE), modified their backbone for stability and infused them into the brain. These ODNs acted as ‘decoys’, binding to cellular NRSF and inhibiting its ability to bind to target genes (Figure 3A) (McClelland et al., 2011a).

**Figure 3.**
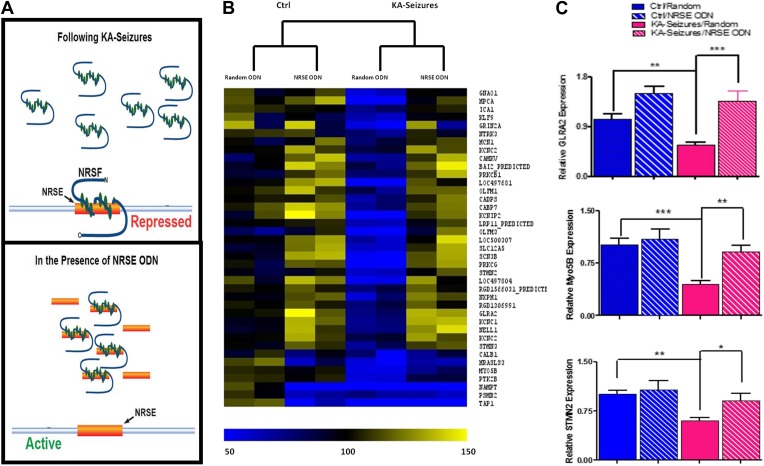
Abrogation of NRSF binding to target genes rescues the majority of NRSE-containing genes repressed by KA-seizures. (**A**) A schematic illustrating the mechanism of action of NRSF following a seizure-induced increase and the decoy oligodeoxynucleotide (ODN) intervention strategy with the expected outcome. (**B**) A heat map representation of the changes in mRNA expression levels of genes that contain a putative NRSE site that were down-regulated 48 hr after KA-induced seizures. Heat map compares representative samples from two hippocampi, from each of four experimental conditions: 'controls' receiving random ODNs (n = 4); ‘controls’ receiving NRSE ODNs (n = 4); ‘KA-seizures’, rats sustaining KA induced seizure activity and receiving random ODNs (n = 3); ‘KA-seizures + NRSE-ODN’, rats sustaining KA-induced seizure activity and receiving NRSE-ODNs (n = 4). Samples and genes are plotted using hierarchical clustering using Euclidean distance and average linkage. Expression level is depicted by color using a scale from 50% to 150% of expression, where yellow is the highest and blue is the lowest. (**C**) Independent analysis of gene expression using qPCR. Several genes that were both repressed by seizure activity and rescued by interference with NRSF function were tested (Glra2, *Myo5B, Stmn2*), and results analyzed using two way ANOVA. *Myo5B* F_(1,18)_ = 9.35, p = 0.007; *Glra2* F_(1,17)_ = 46.89, p = 0.0001; *Stmn2* F_(1,18)_ = 1.97, p = 0.047, n = 4/group. **DOI:** http://dx.doi.org/10.7554/eLife.01267.005

Consistent with the low baseline levels of NRSF in naive hippocampus, preventing the binding of the repressor to target genes had little effects on the expression of most of the 39 genes (compare “random ODN” and NRSE–ODN columns in the control brain, left side of Figure 3B). Of the 39 NRSE-containing genes that were repressed by seizures in the presence of random ODNs, (depicted in blue in Figure 3B) the majority (28) were no longer significantly repressed when NRSF binding to target genes was inhibited (compare the [KA-seizures + NRSE ODN] group to either of the control groups; Figure 3B). These microarray data supported the idea that in mature hippocampus a twofold to threefold change in NRSF levels influenced the expression of only a subset of putative NRSF target genes and this repression required binding of NRSF to the chromatin. 

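Of the 28 genes of Table 2, 26 had a probe that passed the detection filter, and Hcn1 and Prkcg had no probe named here. With KA-seizures + NRSE-ODN (n = 4 rats) against ctrl + random ODN (n = 4 rats), 0 of the 26 genes passed an adjusted p of 0.05 in limma, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. The study listed these NRSE-containing genes because, on its arrays, seizures repressed them and they were no longer significantly repressed in KA-seizures + NRSE-ODN. No count or set test of these genes here is therefore independent evidence of rescue. The study's criterion for repression, a reduction of more than 20% with p under 0.05, was met by 2 genes and not met by 24. Myo5b had a log2 signal of 8.63 ± 0.54 (SD, n = 4) in ctrl + random ODN and 7.77 ± 0.56 (SD, n = 4) in KA-seizures + NRSE-ODN. Its mean on the linear scale changed by -44.8% (log2 difference -0.87, standard error 0.32, adjusted p = 0.201 from limma). For Calb1 the log2 signals were 11.13 ± 0.39 and 10.51 ± 0.43, a change of -34.6% (log2 difference -0.62, standard error 0.25, adjusted p = 0.223 from limma). In exact permutation tests the values of Myo5b gave a two-sided p of 0.0857 and those of Calb1 one of 0.143. With the test that the methods name in place of limma, 0 genes met the criterion. The number of genes that met it was 4 without KA-seizures + NRSE-ODN replicate 6 or without replicate 19, 1 without ctrl + random ODN replicate 1, and 0 without ctrl + random ODN replicate 2 or 9 or without KA-seizures + NRSE-ODN replicate 15 or 17. Between 20% lower and 20% higher lay 20 genes, and the 6 others were more than 20% lower.

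Across the 26 genes the median log2 difference was -0.14 and the range -0.87 to 0.21, with 20 genes lower and 6 higher in sign. The 95% confidence interval of a gene's log2 difference reached, at the median, 0.57 to either side. As a set they had an adjusted p of 0.0542 from limma's camera with a preset correlation between genes of 0.01, and of 0.887 with the estimated correlation of 0.739. The adjusted p of fry, which tests whether the genes move on balance one way, was 0.759. Under the preset correlation the adjusted p was below 0.05 with the deposited values, with quantile normalization alone and with normexp and median scaling (4.9e-04, 0.0498 and 0.0160). The genes moved together within a rat. Their median deviation from the mean of ctrl + random ODN was 0.15 in KA-seizures + NRSE-ODN replicate 6, -0.42 in replicate 15, -0.67 in replicate 17 and 0.33 in replicate 19, and it lay between -0.05 and 0.08 in the 4 rats with ctrl + random ODN. The mean over the genes had an SD of 0.511 between the rats with KA-seizures + NRSE-ODN and of 0.0689 between those with ctrl + random ODN, and an exact permutation test of these means gave a two-sided p of 0.429. Without replicate 17 the median log2 difference was 0.0066, and without replicate 19 it was -0.29.

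**Figure D1:**
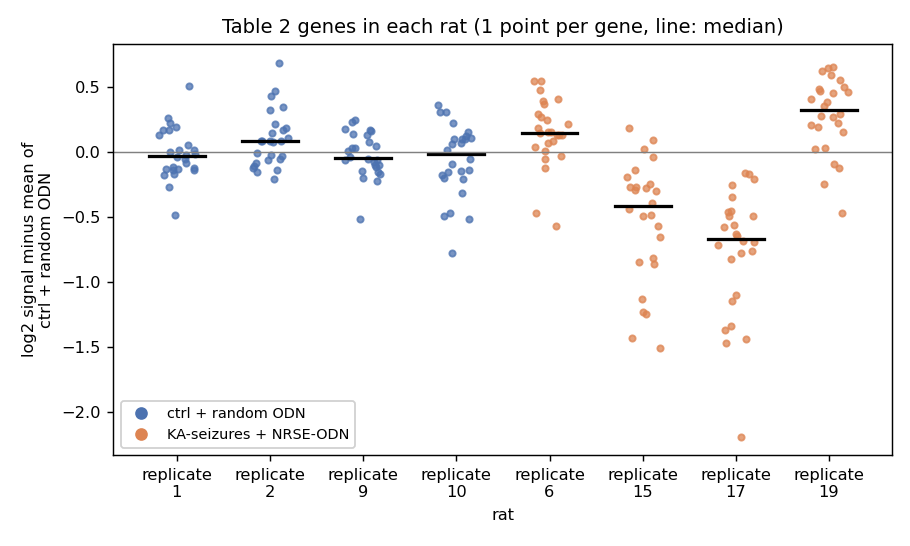
Log2 signal of the 26 measured genes of Table 2 in each of the 8 rats, as the difference from the gene's mean in ctrl + random ODN. Each point is a gene and each line the rat's median, which lies at -0.42 and -0.67 in KA-seizures + NRSE-ODN replicates 15 and 17 and at 0.15 and 0.33 in replicates 6 and 19.

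From genes repressed by seizures with random ODN and no longer significantly repressed with NRSE-ODN, the paper proposes that this repression required the binding of NRSF to the chromatin.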

To examine the validity of the microarray data supporting this observation, we performed qPCR on a subset of genes to confirm both their seizure-induced repression as well as their ‘rescue’ by NRSE-ODN administration (Figure 3C).

### Physical binding of NRSF co-varies with tissue levels specifically at genes that are regulated by the repressor

We next examined the microarray data by performing qPCR analysis of a subset of NRSE-containing genes that were found to be repressed on the array and a second subset of genes whose expression was not altered on the array following KA-seizures (Figure 4A,B). These qPCR analyses revealed excellent correlation with the microarray and both methods distinguished between the NRSE-containing genes that were or were not repressed by seizures.

**Figure 4.**
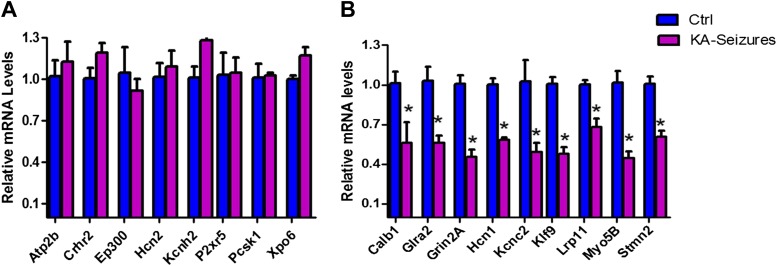
qPCR validation of microarray results. (**A**) A selection of NRSE containing genes (*Atp2b, Crhr2, Ep300, Hcn2, Kcnh2, P2xr5, Pcsk1, Xpo6)* whose expression was unchanged according to the microarray following KA-seizures were measured using qPCR to validate the microarray n = 4/group. (**B**) qPCR measurement of a selection of the NRSE containing genes (*Calb1, Glra2, Grin2a, Hcn1, Kcnc2, Klf9, Lrp11, Myo5b, Stmn2)* whose expression was down-regulated following KA-seizures and rescued by NRSE-ODNs n = 4/group, p*<0.05. **DOI:** http://dx.doi.org/10.7554/eLife.01267.006

To probe the basis of the differential regulation of these two gene groups, we compared the binding of NRSF to the repressed and non-repressed genes in both the naive hippocampus and following KA-seizures. Figure 5A depicts the relative binding of NRSF to 13 genes that are presented in the order of increasing NRSF binding in the naive hippocampus. Genes repressed by the seizures are shown in green. Figure 5B shows the relative binding of NRSF to the same genes in hippocampi taken from rats undergoing seizures. For each of these genes, we calculated the increment in NRSF binding after the seizures (when NRSF levels are increased) relative to the naive state (Figure 5C). As apparent in this figure, (a) genes repressed by seizure-induced increases of NRSF levels were those that had a large increment in NRSF binding. In addition, (b) this increment arose on the background of moderate binding levels in the naive state.

**Figure 5.**
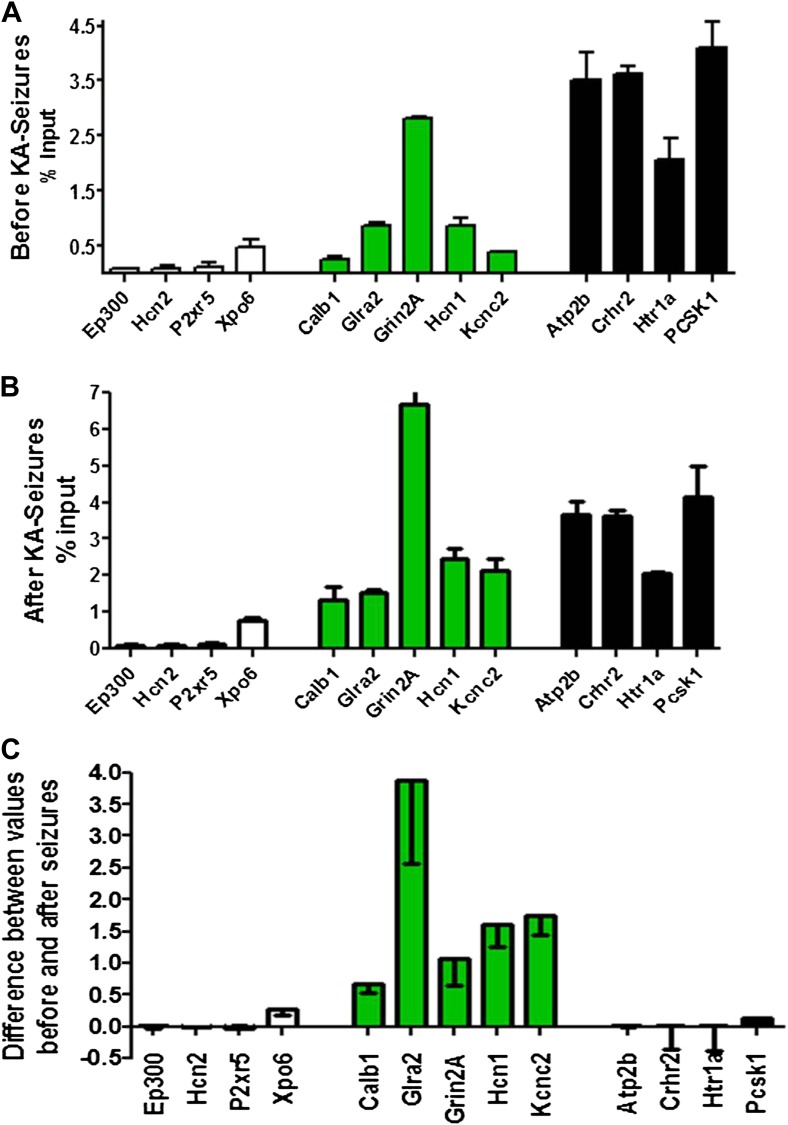
Physical binding of NRSF co-varies with tissue levels specifically at genes that are regulated by the repressor. (**A**) NRSF binding (expressed as percent of input) to selected NRSE-containing genes in naive hippocampus with genes whose expression is repressed by seizure-induced NRSF increase represented in green, genes where NRSF occupancy was low are depicted in white, while genes where NRSF binding was abundant are depicted in black. (**B**) NRSF occupancy (percent input) at the same gene set in the hippocampus 48 hr following KA-induced seizures. (**C**) Graphical depiction of the changes (Delta) in NRSF occupancy at NRSE-containing gene sets comparing occupancy following KA-induced seizures to occupancy in the naive state. Genes whose expression was repressed are represented in green, n = 4–6/group, p*<0.05. **DOI:** http://dx.doi.org/10.7554/eLife.01267.007

Specifically, the effects of seizure-induced increase of NRSF levels on NRSF binding to the chromatin correlated with the degree of repressor binding in the naive state: binding of NRSF to certain genes (*Ep300, Hcn2, P2xr5, Xpo6*) was modest and did not increase significantly upon seizure-induced increase of NRSF levels (white columns of Figure 5A–C). NRSF binding was very robust at NRSE sites of other genes (*Atp2b, Crhr2, Htr1a, Pcsk1*), and the degree of binding was relatively independent of NRSF tissue levels (black columns of Figure 5A–C). In contrast, seizure-induced increase of NRSF levels markedly augmented NRSF binding to genes such as *Calb1, Glra2, Grin2A, Hcn1, and Kcnc2*, where binding was moderate in the naive hippocampus. The latter set of genes was those preferentially repressed by NRSF in mature hippocampus (Figure 4B and Figure 5C).

### A potential ‘dynamic range’ of repressor binding might enable gene regulation by moderate fluctuations of NRSF levels

As shown above, only a subset of NRSE-containing genes in mature hippocampus was repressed by seizure-dependent increase of hippocampal NRSF levels and ‘rescued’ when NRSF binding was prevented. Interestingly, this sub-population of putative NRSF target genes had moderate repressor binding in the naive state which increased markedly after seizures. This led us to propose a simple model to explain these findings. According to the model (Figure 6), in genes with very low binding to NRSF, a moderate increase of NRSF levels would not alter repressor binding appreciably. Similarly, in genes with high binding frequency to NRSF, NRSEs would likely be occupied even by the low NRSF levels in the naive hippocampus. Increased NRSF levels would be unlikely to augment occupancy or promote suppression of these genes. In contrast, when NRSF binding is ‘mid-range’, then relatively small fluctuation of NRSF levels would result in major changes of repressor binding and gene repression.

**Figure 6.**
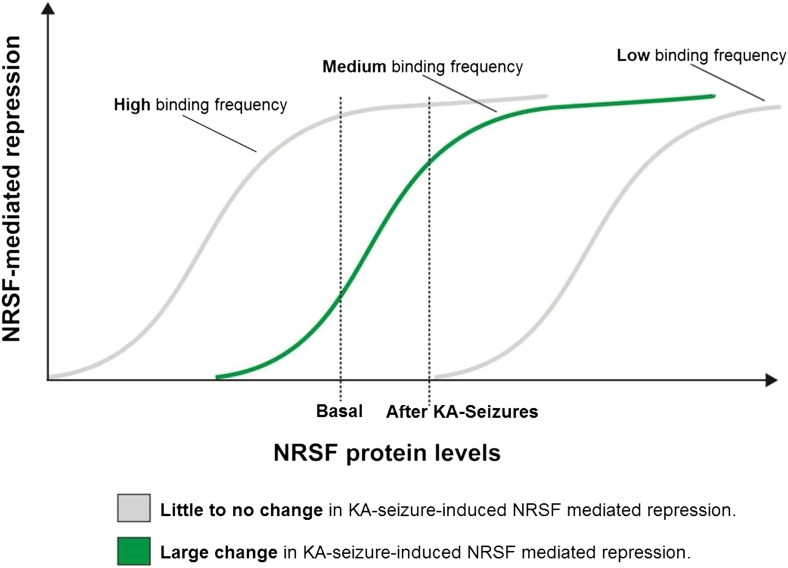
A potential ‘dynamic range’ of repressor binding might enable gene regulation by moderate fluctuations of NRSF levels. A graphical representation of our proposed hypothesis based on our observations that only a subset of NRSE-containing genes are functionally repressed by seizure-induced increases in NRSF levels and that these genes appear to have moderate NRSF binding in the naive brain. **DOI:** http://dx.doi.org/10.7554/eLife.01267.008

We sought to refute or support this broad supposition by examining available information about binding frequencies of NRSF to a large gene set. A comprehensive analysis of NRSF binding probabilities has been reported, based on ChIP-sequencing data (ChIP-Seq) (Johnson et al., 2007). The published binding frequencies were derived from a cell line, and it is likely that several cell- and tissue-specific parameters influence NRSF binding to the chromatin (Lawinger et al., 2000; Zuccato et al., 2007; Gillies et al., 2011; Lovén et al., 2013; Whyte et al., 2013). Cognizant of these potential caveats, we simply employed the data set to estimate broadly the binding frequencies of NRSE-containing genes to NRSF. We partitioned these putative NRSF target genes into 8 sets (bins) based on their NRSF binding-frequency rank (Figure 7A). We then partitioned (binned) all hippocampal NRSE-containing genes that were detectable in the transcriptome arrays into 8 sets based on their predicted NRSF binding-frequency rank using the Johnson data set.

**Figure 7.**
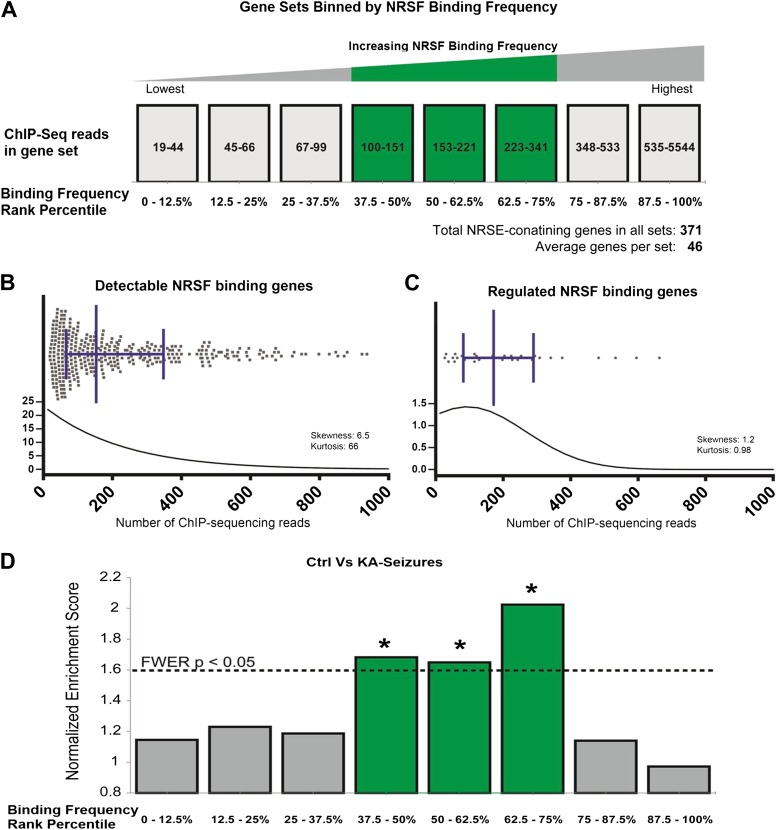
Genes regulated by seizure-dependent changes in NRSF function possess a distinct range of NRSF binding frequencies. (**A**) Diagram illustrating sets of genes that were binned according to binding frequency based on Johnson et al., 2007. Gene sets were numbered in increasing order of their NRSF binding frequencies. Mid-range NRSF-binding frequencies are in green. (**B** and **C**) A binding frequency metric was established for each NRSF-binding gene based on the number of ChIP-Seq reads from published data (Johnson et al., 2007). The distribution of (**B**) all microarray-detectable NRSF-binding genes was compared to the distribution of (**C**) genes regulated by seizure-dependent NRSF changes, that is, those genes significantly repressed by network hyperactivity and rescued by NRSE–ODN treatment. Presented are scatter dot plots, with median with interquartile ranges. Below them are regression fit histogram plots. (**D**) Comparing microarray data from control rats to that of rats experiencing KA-seizures (both with scrambled ODN), using GSEA, illustrates that three gene-sets were significantly enriched in the control rats (repressed in the seizure + scrambled-ODN rats) and these fell in the mid-frequency category (see Table 1 for numeric values). **DOI:** http://dx.doi.org/10.7554/eLife.01267.009

We compared the binding frequency distribution of all of the hippocampal NRSE-containing genes to that of the subset of genes that were functionally regulated by NRSF (Figure 7B). In the overall population of NRSE-containing hippocampal genes, binding frequencies ranged from 19 to 5544 (mean 279; median 153; standard deviation 429). In contrast, NRSF-binding scores of the genes that were functionally regulated by NRSF ranged from 27 to 663 (mean 214; median 172; standard deviation 166). Whereas the frequency medians of all NRSE-containing hippocampal genes and NRSF-regulated NRSE-containing genes were not significantly different (Mann–Whitney p = 0.86), the scatter plots and regression-fit histograms demonstrated that the gene population regulated by NRSF in the context of epileptogenesis was more tightly clustered and had distinct distribution properties. Skewness was 6.5 in all detected NRSE-containing genes vs 1.2 in the regulated genes; Kurtosis was 66 in all of the genes and 0.98 in the regulated genes. Notably, whereas NRSF-binding distribution of the total NRSE-containing hippocampal gene population was exceedingly different from normal (all: Kolmogorov–Smirnov test p < 0.0001, D'Agostino and Pearson omnibus normality test p < 0.0001), the distribution pattern of the regulated gene population was much closer to normal (Kolmogorov–Smirnov test p > 0.10, D'Agostino and Pearson omnibus normality test p = 0.012). Together, these clustering patterns suggest that the population of NRSF-regulated hippocampal genes is distinct and characterized by a relatively narrow, normally-distributed range of NRSF-binding frequencies.

To further test this idea, we analyzed the array data using gene set enrichment analysis (GSEA, MIT Broad Institute) (Mootha et al., 2003; Subramanian et al., 2005). GSEA is a computational method that determines whether an a priori defined set of genes shows statistically significant, concordant differences between two experimental groups. Comparison of the control group to the seizures group for each binned gene set as described above resulted in a graphic representation depicting the GSEA-normalized Enrichment Scores (NES), obtained from the Broad Institute's molecular signature database (MSigDB), for each set of partitioned NRSE-containing genes (Figure 7D). The GSEA graphs are shown in Figure 8, and the analysis parameters, including false discovery rate [FDR] and family-wise error rates [FWER] are found in Table 1. The expression of three of these ‘bins’ (gene sets partitioned by binding frequency) was significantly enriched in the control group (i.e., repressed in the seizure group) when compared to the levels of enrichment of gene sets composed of random permutations of genes (FWER *p < 0.05). Notably, the three significantly enriched gene-sets were not composed of genes with the highest NRSF binding frequency; rather, they consisted of genes between the 37.5^th^ and 75^th^ binding frequency rank percentile (Figure 7D; Table 1; Figure 8). In addition, when binding-frequency binned GSEA was used to compare the control group to the KA-seizure group receiving the NRSE–ODN treatment (i.e., with blocked NRSF function), the three binned gene sets were no longer significantly different from those in the control group (Table 1).

**Figure 8.**
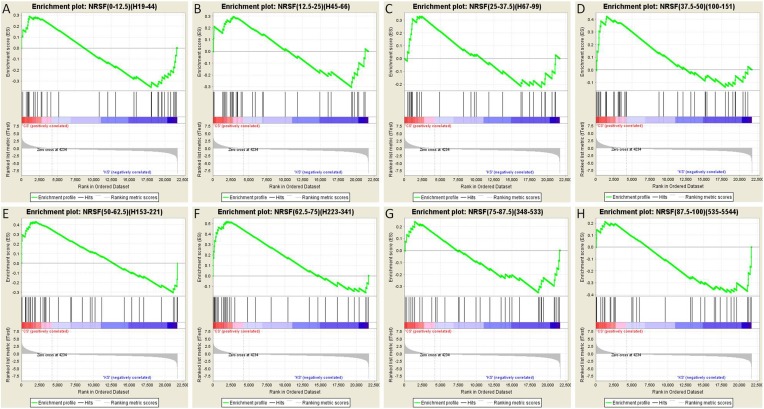
Gene set enrichment analysis (GSEA, Broad Institute, MIT) curves of hippocampal NRSE-containing genes. These genes have been classified (‘binned’) into eight groups by increasing order of their NRSF binding frequency rank percentile. Hence, these genes might be categorized as low-binding frequency (**A**–**C**), mid-binding frequency (**D**–**F**), and high-binding frequency (**G**–**H**). Each graph shows enrichment plots comparing gene expression in KA-seizures vs controls in the presence of random ODNs. Please see Table 1, top, for the numeric values and parameters of the analyses. **DOI:** http://dx.doi.org/10.7554/eLife.01267.010

**Table 1.** Gene-set enrichment analyses focusing on NRSF **DOI:** http://dx.doi.org/10.7554/eLife.01267.011

Gene set name	NES	NOM p-val	FDR q-val	FWER p-val
Ctrl vs Activity (both with scrambled ODN)				
NRSF(0-12.5)(19-44)	1.1449	0.2891	0.3824	0.8710
NRSF(12.5-25)(45-66)	1.2296	0.5170	0.5150	0.9870
NRSF(25-37.5)(67-99)	1.1865	0.2140	0.2020	0.2940
**NRSF(37.5-50)(100-151)**	**1.6817**	**0.0102**	**0.0212**	**0.0160**
**NRSF(50-62.5)(153-221)**	**1.6487**	**0.0258**	**0.0175**	**0.0210**
**NRSF(62.5-75)(223-341)**	**2.0243**	**0.0000**	**0.0000**	**0.0000**
NRSF(75-87.5)(348-533)	1.1396	0.2777	0.5563	0.8600
NRSF(87.5-100)(535-5544)	0.9720	0.1868	0.7621	0.7200
Ctrl vs Activity (both with NRSE-ODN)				
NRSF(0-12.5)(19-44)	1.1485	0.2634	0.3881	0.6590
NRSF(12.5-25)(45-66)	1.1842	0.2000	0.2071	0.6050
NRSF(25-37.5)(67-99)	1.3069	0.1165	0.1323	0.3540
NRSF(37.5-50)(100-151)	1.4666	0.0458	0.0646	0.1450
NRSF(50-62.5)(153-221)	1.4762	0.0270	0.0880	0.1300
NRSF(62.5-75)(223-341)	1.5241	0.0294	0.1276	0.0970
NRSF(75-87.5)(348-533)	1.2320	0.4121	0.4184	0.8400
NRSF(87.5-100)(535-5544)	1.0232	0.1824	0.5207	0.5190

NRSF is significantly enriched in gene sets with moderate binding probability even after false discovery corrections (FDR q-val), when the control and activity groups are compared (top; in bold). When the function of NRSF is blocked, that is, when comparison groups are the control and seizure-activity groups both treated with the NRSE-ODN, NRSF target gene-sets the bins (gene-sets) with moderate binding-frequencies are no longer enriched among differentially expressed genes.

### Genes regulated by NRSF are key molecules that contribute to neuronal properties

To better identify genes regulated by moderate fluctuations of NRSF in mature hippocampus, we followed the screen of microarray data for candidate genes with further analyses to control for false discovery (type I error). This approach uncovered genes that were significantly different in the (seizure + random-ODN) hippocampi vs the other groups (Table 2; p < 0.05, one-way ANOVA, Benjamini–Hochberg FDR p < 0.25). 

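Of the 14 genes marked in Table 2 as found at the false discovery rate of the study (†), 13 had a probe that passed the detection filter. In KA-seizures + NRSE-ODN against ctrl + random ODN, 2 of the groups that this approach set against seizures with random ODN, 0 of the 13 passed an adjusted p of 0.05 and the lowest adjusted p from limma was 0.223. As the study's arrays served to choose these genes, this count is not independent evidence of rescue. The unadjusted p was under 0.05 for 1 of them, Calb1. Their median log2 difference was -0.22, and 10 of the 13 were lower in sign. Hpca, at -0.66, was the lowest, with a log2 signal of 12.87 ± 0.18 (SD, n = 4) in ctrl + random ODN and 12.21 ± 0.86 (SD, n = 4) in KA-seizures + NRSE-ODN (standard error 0.36, adjusted p = 0.348 from limma). Bai2, named Adgrb2 in the annotation, was the highest of the 13, at 10.23 ± 0.10 and 10.44 ± 0.33 (standard error of the difference 0.17, adjusted p = 0.533 from limma).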

Genes that were both repressed by the seizures and ‘rescued’ by blocking NRSF–NRSE interactions encoded primarily molecules that are well-known to contribute to neuronal function and plasticity. These included ion channels and their accessory subunits, neurotransmitter receptors, genes involved in calcium-mediated cellular cascades, and phospho-enzymes (Table 2). Several of these genes encode for transcription factors (e.g., Kruppel-like factor 9 [*Klf9*]), or proteins involved in signaling cascades that might influence downstream gene expression (*Grin2A*, *PKC*, *Nell1*), suggesting that they might mediate secondary (indirect) effects of NRSF. 

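The 10 measured channel and receptor genes of Table 2 had a median log2 difference of -0.14 between KA-seizures + NRSE-ODN and ctrl + random ODN (camera adjusted p = 0.309), with Grin2a and Kcnip2 (-0.60) as the lowest, and one of 0.02 without KA-seizures + NRSE-ODN replicate 17. The 6 calcium-related genes had a median of -0.48 (camera adjusted p = 0.130). In KA-seizures + NRSE-ODN replicates 15 and 17 their medians were -0.98 and -1.05 relative to the mean of ctrl + random ODN, and in replicates 6 and 19 they were 0.04 and 0.28. For the 3 measured phosphoenzyme genes the median was 0.03 and the mean -0.05 (camera adjusted p = 0.766, with the test on the side of the mean), and the median was below 0 with the deposited values (-0.02), with normexp and median scaling (-0.05) and without ctrl + random ODN replicate 1, 9 or 10 or KA-seizures + NRSE-ODN replicate 6 or 19 (-0.13 in the last). The 7 other genes of Table 2 were all lower in sign, with a median of -0.11 (camera adjusted p = 0.273), which was 0.02 without KA-seizures + NRSE-ODN replicate 17. With KA-seizures + NRSE-ODN replicate 19 left out, the adjusted p of the channel, calcium and other genes fell below 0.05 (0.0399, 0.0165 and 0.0428), as did that of the calcium genes with the deposited values (0.0344). All these values are at the preset correlation of 0.01. At the correlations estimated for these 3 lists (0.785, 0.675 and 0.707) the adjusted p from camera with all 8 arrays was 0.942, 0.887 and 0.887.

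Lists of neuronal genes outside Table 2, written before the data were examined, showed no shift past the threshold. The median log2 difference was 0.12 for 16 voltage-gated potassium channel genes (camera adjusted p = 0.298), 0.13 for 19 sodium, calcium and HCN channel genes (0.427; a median of -5.1e-04 without KA-seizures + NRSE-ODN replicate 19) and 0.19 for 9 genes of the GABA system (0.170), all 9 of them higher in sign. For 11 glutamate receptor genes it was 0.0062 (camera adjusted p = 0.967), with no stable direction: it was -0.03 with normexp and median scaling, and it ranged from -0.16 (without KA-seizures + NRSE-ODN replicate 6) to 0.18 over the 17 alternatives. One of these, Grin2c, was higher in limma, from a log2 signal of 7.02 ± 0.36 (SD, n = 4) to 8.17 ± 0.23 (SD, n = 4), with an adjusted p of 0.0445. Grin2c stayed past the threshold in 8 of the 17 alternatives. The median was -0.03 for 21 synaptic vesicle genes and -0.05 for 15 pan-neuronal genes (camera adjusted p = 0.967 for each), while the means of these 2 lists were 0.03 each. Their medians also turned sign: that of the synaptic vesicle genes ranged from -0.07 to 0.07 (with the deposited values) over the alternatives, and that of the pan-neuronal genes from -0.19 to 0.09 (without KA-seizures + NRSE-ODN replicate 15). In the 2 rats with the lowest Table 2 genes, replicates 15 and 17, the medians of the pan-neuronal genes were -0.27 and -0.41.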

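Klf9 had a log2 signal of 11.69 ± 0.21 (SD, n = 4 rats) in ctrl + random ODN and 11.47 ± 0.31 (SD, n = 4) in KA-seizures + NRSE-ODN, a difference of -0.22 (standard error 0.18, adjusted p = 0.542 from limma). The signal of Grin2a was 9.78 ± 0.45 in ctrl + random ODN and 8.93 ± 1.14 in KA-seizures + NRSE-ODN. The difference, -0.86 (standard error 0.49, adjusted p = 0.373 from limma), was smaller than the spread between the rats with KA-seizures + NRSE-ODN. Its exact permutation test gave a two-sided p of 0.257. Of the protein kinase C genes of Table 2, Prkcg had no probe named here, and Prkcb had signals of 13.06 ± 0.18 and 13.09 ± 0.39. Its difference of 0.03 (standard error 0.20, adjusted p = 0.947 from limma) had the opposite sign with the deposited values (-0.02), with normexp and median scaling (-0.05) and without ctrl + random ODN replicate 1 or 9 or KA-seizures + NRSE-ODN replicate 19 (-0.12 in the last). Nell1 had signals of 10.36 ± 0.24 and 10.41 ± 0.63, with a difference of 0.05 (standard error 0.28, adjusted p = 0.939 from limma), which had the opposite sign without ctrl + random ODN replicate 10, KA-seizures + NRSE-ODN replicate 6 or KA-seizures + NRSE-ODN replicate 19 (-0.13 in the last). None of the 4 measured genes differed between the groups by more than the larger SD within a group.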

Notably, this NRSF-regulated gene set is crucial in influencing the function of both individual neurons (Garriga-Canut et al., 2006) and neuronal network behavior. Their importance is supported by the fact that preventing their repression attenuated seizure-provoked neuroplasticity that promoted epilepsy (McClelland et al., 2011a).

**Table 2.** Candidate list of seizure-dependent NRSF regulated genes **DOI:** http://dx.doi.org/10.7554/eLife.01267.012

Ion channels, accessory subunits or receptors				
HCN1	hyperpolarization-activated cyclic nucleotide-gated channel 1 (Hcn1)	*	†	‡
LRP11	low density lipoprotein receptor-related protein 11	*	†	‡
KCNC2	potassium voltage gated channel, Shaw-related subfamily, member 2	*	†	‡
KCNIP2	Kv channel-interacting protein 2 (Kcnip2), transcript variant a	*	†	
BAI2	brain-specific angiogenesis inhibitor 2 (predicted)	*	†	
SCN3B	sodium channel, voltage-gated, type III, beta (Scn3b)	*		
SLC12A5	solute carrier family 12 member 5 (Slc12a5), (KCC2)	*		
GRIN2A	Glutamate receptor, ionotropic, N-methyl D-aspartate 2A (Grin2a)	*		
KCNC1	K voltage gated channel, Shaw-related subfamily, member 1, transcript 2 (Kcnc1)	*		
GLRA2	glycine receptor, alpha 2 (Glra2)	*		
NTRK3	neurotrophic tyrosine kinase, receptor, type 3 (Ntrk3)	*		
Calcium-mediated cellular cascades				
CADPS	Ca++-dependent secretion activator (Cadps)	*	†	‡
CALB1	calbindin 1 (Calb1)	*	†	
HPCA	hippocalcin (Hpca)	*	†	
CABP7	calcium binding protein 7 (Cabp7)	*	†	
MYO5B	myosin Vb (Myo5b)	*		
CAMKV	CaM kinase-like vesicle-associated (Camkv)	*		
Phosphoenzymes				
GNAO1	guanine nucleotide binding protein, alpha O (Gnao1)	*	†	‡
PRKCG	protein kinase C, gamma (Prkcg)	*		
PRKCB1	protein kinase C, beta 1 (Prkcb1)	*		
NELL1	NEL-like 1 (chicken) (Nell1)	*		
Others				
KLF9	Kruppel-like factor 9 (Klf9)	*	†	‡
STMN2	stathmin-like 2 (Stmn2)	*	†	
OLFM3	olfactomedin 3 (Olfm3)	*	†	
ICA1	islet cell autoantigen 1 (Ica1)	*	†	
STMN3	stathmin-like 3 (Stmn3)	*		
OLFM1	olfactomedin 1 (Olfm1)	*		
NXPH1	neurexophilin 1 (Nxph1)	*		

Genes were designated as ‘NRSE-containing’ based on NRSF ChIP-sequencing data from previous studies (Johnson et al., 2007). For inclusion in the initial list of candidate genes for NRSF regulation, genes were considered significantly repressed if their expression was reduced by more than 20% after KA-induced seizures (p < 0.05). Genes considered ‘rescued’ were significantly repressed after seizures but not significantly repressed after ODN infusions [seizures + NRSE-ODN treatment]. This candidate gene approach was followed by measures to correct for FDR (see ‘Materials and methods’).

* genes (28) with expression reduced by > 20% after KA-induced activity, and rescued by NRSF ODN; p < 0.05.

† genes (14) found with ANOVA, Benjamini–Hochberg FDR <0.25.

‡ genes (6) found with one-way ANOVA, unadjusted p value <0.05.

## Discussion

The key findings of these studies are: (1) NRSF contributes to epileptogenesis by regulating a group of genes that critically influence neuronal function; (2) whereas hundreds of hippocampal genes are potential NRSF targets because they contain NRSEs, only a few dozen are actually repressed by the transcription factor in the context of seizure-induced epilepsy as evident from their rescue when the function of NRSF is blocked; (3) the basis of the selective regulation of a subset of NRSE-containing genes includes the mid-range binding frequencies of these genes to the repressor, so that moderate fluctuations in NRSF levels influence the degree of their binding to the repressor. Whereas these findings were observed in the context of epileptogenesis, a neuroplasticity that leads to disease, they may apply to a broad spectrum of physiological and pathological activity-dependent plasticities in the mature hippocampus.

NRSF is a transcription factor with protean effects. Whereas much is known about the role of this molecule in non-neuronal tissues and in neuronal differentiation, much less information is available about the function of NRSF in mature brain (Korosi et al., 2010; McClelland et al., 2011b). More recently, a protective role of NRSF has been proposed in aging and dementia (Lu et al., 2014). In addition, NRSF may be involved in neurological disorders including Huntington disease (Zuccato et al., 2007; Soldati et al., 2011) and stroke (Calderone et al., 2003; Kaneko et al., 2014).

The contribution of NRSF to epilepsy and its development (epileptogenesis) is currently the focus of intense study (Roopra et al., 2012; Goldberg and Coulter 2013; Pozzi et al., 2013). We previously found that interfering with NRSF binding to the chromatin-attenuated epileptogenesis. Interestingly, Hu et al. found that the conditional deletion of NRSF in the forebrain resulted in increased susceptibility to kindling and enhanced mossy fiber sprouting (Hu et al., 2011). The apparent discrepancy between these studies is likely a result of the significantly different approaches. Complete deletion of NRSF in ‘naive’ neurons may induce large cascades of transcriptional changes rendering neurons more susceptible to seizures. In contrast, acute disruption of NRSF function ‘after’ an epilepsy-provoking insult, as performed in our current and previous studies, provides a more direct approach to elucidate the epileptogenic functions of NRSF because it does not interfere with NRSF function prior to the epilepsy-inducing insult. This point is important also because the role of NRSF in mature neurons is not fully understood, as discussed above.

In previous studies, we focused on the rescue of a single gene coding for the ion channel HCN1 (McClelland et al., 2011a). However, whereas it was clear that NRSF likely regulated numerous additional genes that are involved in the epileptogenic process, the identity of these genes was unclear. In this study, we used large-scale transcriptome arrays and found that NRSE-containing genes were enriched among seizure-suppressed genes and that the majority of these genes were restored to control levels after treatment with decoy NRSE–ODNs. The fact that preventing the repression of (‘rescuing’) these genes led to attenuation of epilepsy strongly supports a role for these genes in the transformation of normal neurons (and neuronal networks) into epileptic ones.

Investigating the identity of these genes, we were pleased to find that the majority were already known to contribute to crucial neuronal properties, and many had been previously implicated in pathological states including epilepsy (Sloviter, 1989; Palm et al., 1999; Pathak et al., 2007; Zuccato et al., 2007; van Gassen et al., 2009; Khirug et al., 2010; Soldati et al., 2011; McClelland et al., 2011a; Nikitidou et al., 2012; Kingwell, 2013). This was not surprising, because these genes included ion channels, neurotransmitter receptors, calcium-dependent effectors, and phosphoenzymes (Pernhorst et al., 2011; Dingledine, 2012; Rodenas-Ruano et al., 2012; Maslarova et al., 2013).

Whereas NRSF-mediated repression might theoretically involve hundreds of hippocampal NRSE-containing genes, it was intriguing to discover that in fact only a small subset of detected NRSE-containing genes were repressed by seizures. Most were rescued by blocking NRSF function—as evident using a differential array that included control and insult groups as well as groups where NRSF function was blocked—thus ascertaining that genes that are repressed during epileptogenesis are indeed repressed by the augmented levels of endogenous NRSF. To our knowledge this is the first study demonstrating the specificity of NRSF-mediated gene regulation in mature hippocampus in vivo.

What might be the basis for the apparent selectivity of NRSF repression of only a minority of putative target genes? The binding of NRSF to a gene is required (though not always sufficient; [Belyaev et al., 2004]) for its repression. A number of mechanisms may influence both the degree of NRSF binding as well as the degree of its repressive effect on genes. These include the specific NRSE sequence (Mortazavi et al., 2006; Johnson et al., 2007) that is unlikely to be the cause in the current studies (Supplementary file 1A). Other important mechanisms include the interaction of NRSF with co-factors (Andres et al., 1999; Naruse et al., 1999; Wood et al., 2003; Gao et al., 2011), as well as additional, still enigmatic effects of the chromatin environment of individual genes (Belyaev et al., 2004), which might be influenced by ‘super-enhancers’ (Lovén et al., 2013; Whyte et al., 2013).

Here, we examined the binding of NRSF to hippocampal genes before and after an epilepsy-provoking insult and found significant increment in genes that were repressed by the factor. This suggested a correlation between repressor occupancy and gene repression (Hammar et al., 2014). To our surprise, basal binding of NRSF in regulated hippocampal genes was moderate. By contrast, most non-regulated genes had either high or low NRSF occupancy in naive hippocampus, with little change after an insult that augmented NRSF levels twofold to threefold. We examined our finding in mature hippocampus by comparing the binding-frequency distribution found in hippocampus to a larger set of NRSE target genes as determined by ChIP-Seq analysis (Johnson et al., 2007). Whereas many factors, as discussed above, may lead to different NRSF binding in cell lines and hippocampus, it was encouraging to find that our estimates for the relative mid-range binding of regulated genes among those expressed in hippocampus held when superimposed on a large NRSE-containing gene set (Johnson et al., 2007). Traditionally, the focus of studies on gene–repressor interaction has been on genes with the strongest binding probability (Nichols et al., 1992; Chen et al., 1998; Singh et al., 2002). However, the genes with the strongest binding for NRSF would likely be constitutively bound to—and suppressed by—NRSF. These genes are unlikely to respond to moderate changes in NRSF levels. Rather, relatively modest seizure-induced changes in the tissue levels of NRSF regulate a subset of NRSE-containing genes that fall within a moderate ‘dynamic range’ of NRSF binding probabilities. This concept may be important for other forms of insult-induced plasticity in the mature brain including ischemia (Noh et al., 2012; Kaneko et al., 2014), peripheral nerve injury (Uchida et al., 2010), and seizure-induced epilepsy (McClelland et al., 2011a; Goldberg and Coulter, 2013) where changes in NRSF levels are moderate.

These findings support a role of NRSF in mature brain that is distinct from its role in development, when NRSF contributes to neuronal identity by repressing neuronal genes in non-neuronal tissues (Schoenherr and Anderson, 1995; Coulson, 2005), and specifies neuronal fate (Kuwabara et al., 2005). In that context, large changes in the expression of NRSF take place: NRSF levels plunge during neuronal differentiation (Gates et al., 2010; Ernsberger, 2012), de-repressing genes that contribute to neuronal identity (Wood et al., 2003; Belyaev et al., 2004; Abrajano et al., 2009). Remarkably, the gene set regulated by moderate changes in NRSF expression in the current study consisted of molecules which are extremely important for neuronal function and plasticity not only during development (Gates et al., 2010; Juliandi et al., 2010; Rodenas-Ruano et al., 2012; Pernhorst et al., 2013), but also in the adult brain (Lepagnol-Bestel et al., 2009; Gao et al., 2011; Pernhorst et al., 2011).

In summary, insult-induced increases of NRSF levels and activity contribute to epileptogenesis via NRSF-mediated repression of a group of genes that critically influence neuronal function. Of the hundreds of NRSE-containing hippocampal genes only a subset are repressed by the transcription factor in the context of seizure-induced epilepsy as evident from their rescue when the function of NRSF is blocked. The basis of the selective regulation of a subset of NRSE-containing genes includes their mid-range binding frequencies to NRSF, so that moderate fluctuations in NRSF levels influence the degree of their binding. These findings inform us about the mechanisms of neuroplasticity in the mature hippocampus.

## Materials and methods

All experiments were performed according to NIH guidelines and approved by the UCI Institutional Animal Care and Use Committee.

### Organotypic slice cultures

Organotypic hippocampal slice cultures were prepared and maintained using the interface technique (Stoppini et al., 1991). Briefly, hippocampi from P8 rat pups of both genders were resected and cut into 400-µm slices using a McIlwain tissue chopper (The Mickle Laboratory Engineering Co. Ltd, Surrey, UK). The slices were collected in ice-cold preparation buffer (100% Minimal Essential Medium, containing 30 mM glucose, and 3 mM glutamine, pH 7.3; Life Technologies, Rockville, MD), then placed onto moistened membrane inserts (Millicell-CM, 30 mm, 0.4 µm pore diameter; Millipore, Bedford, MA), transferred to sterile six-well plates filled with 1 ml culture medium (50% Minimal Essential Medium, 25% Hank's balanced salt solution, 20% heat-inactivated horse serum, 30 mM HEPES, 30 mM glucose, 3 mM glutamine, 0.5 mM ascorbic acid, 1 mg/ml insulin, 5 mM NaHCO_3_, pH 7.3) and incubated in a humidified CO_2_-enriched atmosphere at 36°C. Pairs of adjacent slices (sister cultures) were always compared (i.e., adjacent slices assigned to control and experimental conditions, n = 4–6/group for each time-point). Seizure-like activity was induced after 3 days in vitro by incubating cultures for 3 hr in a medium containing KA (6 µM; Sigma, St. Louis, MO). This seizure-like activity was halted by changing the medium after 3 hr (Richichi et al., 2008).

### Surgery, induction of KA-seizures, and oligonucleotide (ODN) infusion in vivo

Male Sprague–Dawley rats (n = 36) were anaesthetized with inhalation of 4% isoflurane. The rats were shaved and placed in a stereotaxic frame, and their eyes were protected and hydrated with Ocry-gel. A bolus of 2% Lidocaine was injected subcutaneously prior to a midsagittal incision. The skull was exposed and cleaned of blood and periost. Bilateral infusion cannulae were positioned on the cortical surface (−1.0 mm posterior, ±1.5 mm lateral from Bregma) directly above the lateral ventricles, using the coordinates of Paxinos and Watson (Paxinos et al., 1985). The incision was then sutured closed as necessary. All rats received ∼5 ml of 0.9% saline I.P. to rehydrate and aid in recovery from surgery. Rats were allowed 7 days post-surgical recovery before any further experimental procedures were conducted. Status epilepticus (SE) was induced as previously described (McClelland et al., 2011a). Controls received saline. Seizures were observed and scored using the Racine scale (Racine, 1972). One day later, rats were anaesthetized with inhalation of 4% isoflurane. An infusion needle was lowered through the guide cannulae until it reached the cortical surface. The needle was lowered an additional 3.0 mm so the tip was within the lateral ventricle. On the first day, rats received an infusion of 2.0 nmol/µl of ordered NRSE or random ODNs at a volume of 5 µl and a rate of 0.1 µl/min (NRSE: GGA GCT GTC CAC AGT TCT GAA; Random: AGG TCG TAC GTT AAT CGT CGC). The needle remained in place for an additional 10 min to allow for thorough diffusion of the solutions. On the following day, the procedure was identical except that each rat received a volume of 2.5 µl. This infusion protocol was chosen to ensure that an adequate level of ODNs remained in the brain over the course of the experiment (Bristol and Rothstein, 1998).

### In situ hybridization (ISH)

Organotypic hippocampal slice cultures were used at different time points after treatment with KA, and rats receiving KA–SE were decapitated at different time points. Brains were dissected and placed on powdered dry ice. Semi-quantitative analysis of NRSF mRNA levels were accomplished using in situ hybridization (ISH) (Brewster et al., 2002; McClelland et al., 2011a) using S^35^-cRNA probes and slide-mounted frozen sections (20 µm) with the most stringent wash at 0.03 SSC, at 62°C for 60 min. Sections were then dehydrated and apposed to Kodak BioMax film. Exposure time was monitored using 14C standards to maintain the signal in the linear range. Analyses compared control and KA-treated sister cultures derived from the same hippocampus at every time point (n = 4–8 per group per time point) and were performed without the knowledge of treatment group.

### Western blot protein analysis

Animals were decapitated and the hippocampi were rapidly dissected. Tissues were placed in pre-chilled microcentrifuge tubes and processed immediately. The tissue was homogenized in glass/Teflon homogenizers in a cold solution containing 0.32 M sucrose, 0.01 M Tris–HCl (pH 7.4), and Protease Inhibitor Cocktail (PIC Complete; di; Roche, Alameda, CA). Samples were then centrifuged at 800×*g* for 10 min at 4°C, and the pellet was retained for processing to obtain a nuclear-enriched fraction. The supernatant was centrifuged at 16,000×*g* for 40 min at 4°C, and the pellet containing membrane fractions resuspended in RIPA buffer (50 mM Tris–HCl, pH 7.4, 1% NP-40, 1% Triton X-100, 1 mM EDTA, 150 mM NaCl, 1X PIC).

Pellets retained for the nuclear-enriched fraction described above were resuspended in 1 ml hypotonic buffer (10 mM KCl, 10 mM Tris pH 8, 1.5 mM MgCl_2_). Samples were then incubated on ice for 15 min, followed by the addition of 100 μl of 10% NP-40, samples were then spun for 1 min at 16,000×g. The supernatant was then discarded, and 360 μl of RIPA buffer was added to the remaining nuclear pellet. Samples were then sonicated for 10 min on the highest setting (30 s on/30 s off) using a Bioruptor sonicator (Diagenode, Sparta, NJ, USA), to disrupt nuclei. Protein concentration was determined using Bio-Rad Protein assay (Bio-Rad, Hercules, CA).

Protein samples (30 μg) were suspended in Laemmli buffer, separated by 4–12% SDS-PAGE (Lonza, Rockland, ME, USA), transferred to PVDF membrane and blocked in 5% milk for 2 hr at room temperature (RT). Membranes were probed with anti-Actin (1:10,000; Sigma), anti-NRSF (1:2000, sc-25398X; Santa Cruz Biotechnology, Santa Cruz, CA, USA), in PBS with 5% non-fat milk. Membranes were then incubated with secondary IgG-horseradish peroxidase conjugates (1:10,000; AmerCtrl Pharmacia Biotech, Piscataway, NJ, USA) for 1 hr at room temperature. After final washes in PBS-T (6 × 5 min), membranes were incubated with ECL-Plus (Pierce Scientific, Rockford, IL, USA) for 5 min, and immunoreactive bands were visualized by apposing membrane to hyperfilmTM ECL.

A series of ECL exposures were carried out to ensure that non-saturated bands were used for quantification. Western blot data acquisition and analysis were accomplished by measuring the pixel density and area of immunoreactive bands from the ECL films using the ImageJ software (NIH). Values were normalized to actin. Significance level for unpaired t-tests was set at 0.05, and data are presented as mean with standard errors.

### Transcriptome gene array

Hippocampal CA1 regions were dissected using instruments bathed in RNALater (Ambion, Life Technologies, Rockford, IL, USA). The CA1 region was obtained 48 hr after SE from rats of the following groups: ctrl + random ODN (n = 4), ctrl + NRSE–ODN (n = 5), KA-seizures + NRSE–ODN (n = 4), and KA-seizures + random ODN (n = 3). Samples were processed for RNA extraction by SABiosciences using the Array Grade total RNA isolation kit. RNA from an individual rat was applied to separate Illumina RatRef-12. Expression BeadChips for transcriptome analysis of over 22,000 genes. GenomeStudio software was used by SABiosciences (an Illumina CSPro certified service provider) to perform quality control, quantile normalization and background correction, and to execute two-tailed Student's t-tests on the microarray expression results for all genes.

The microarray data complied with ‘minimum information about a microarray experiment’ (MIAME), and the raw data have been deposited in the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) as GSE 22899.

### qRT-PCR

The CA1 region was micro-dissected from dorsal rat hippocampus or whole hippocampus was dissected using pre-chilled RNase free instruments under a light microscope. Dissected tissue was placed immediately into pre-chilled sterile centrifuge tubes on powdered dry ice and stored at −80°C until use. Total RNA was extracted from CA1 tissue using the RNeasy kit (Qiagen, Sussex, UK) per protocol and quantified using a nanodrop (Thermo Scientific). RNA purity was determined. Double-stranded cDNA was synthesized from total RNA using Roche 1^st^ strand cDNA synthesis kit (Cat # 04379012001; Roche) utilizing random hexamer primers. PCR analysis was performed using cDNA samples in triplicate on a Roche Lightcycler 96 system (Roche). Samples were normalized to Gapdh and relative quantitative amounts were analyzed using the cycle threshold method (2^-ΔΔCt). Minus-reverse transcription and non-template controls were routinely used to eliminate the possibility of genomic contamination or false positive analyses. Primers are provided in Supplementary file 1B.

### Chromatin immunoprecipitation

Whole hippocampal tissue was homogenized in 1% formaldehyde (Sigma) and incubated at room temperature (RT) for 20 min. Samples were centrifuged and the supernatant was discarded. Samples were then subjected to a number of incubations in glycine (Sigma) and hypotonic buffers, all containing a protease inhibitor cocktail (Roche). Samples were then transferred to a Dounce homogenizer and further homogenized before the addition of 10% NP-40 (MP Biochemicals, Solon, OH, USA), then centrifuged and the supernatant was once more discarded. The pellet was dissolved in RIPA buffer with PIC, vortexed, and sonicated (Diagenode) to shear DNA. Samples were then centrifuged for 45 min at 15,000 rpm, and the supernatant was collected and added to tubes containing 1 ml of magnetic DynaBeads (Life Technologies) pre-incubated with 5 µg NRSF antibody/sample or IgG control for 24 hr. Beads and DNA were left to incubate for 1 hr at 4°C. The beads were then accumulated using a magnet and the liquid was aspirated. The beads were washed 5 times with RIPA to remove loosely or non-specifically bound DNA. DNA and beads were separated by adding a Chelex solution (Bio-Rad) and heating samples to 100°C for 10 min. Samples were then centrifuged at 15,000 rpm, and the DNA containing supernatant was transferred to a new PCR tube and stored at 4°C, then quantified using qPCR. NRSF occupancy at NRSE sites was normalized to IgG binding to the DNA and calculated as a percentage of total input. Primers are provided in Supplementary file 1C.

### Transcriptome array analyses

Gene set enrichment analysis (GSEA version 2.5; Broad Institute, Cambridge, MA) (Mootha et al., 2003; Subramanian et al., 2005) was employed to compare the KA-seizures + NRSE–ODN and KA-seizures + random ODN groups to the ctrl + random ODN and ctrl + NRSE–ODN groups using the entire array data set (see Table 1 and Figure 8). The differential expression for each gene was calculated using GSEA software's Signal2Noise metric, which is based on the difference in the mean of the two groups divided by the sum of the two standard deviations. All genes were then ranked and an enrichment score (ES) for each gene set was generated for different gene set collections in the Broad Institute's Molecular Signatures Database (MSigDB—a collection of annotated gene sets for use with GSEA software). The ES was adjusted based on the size of each gene set to obtain the normalized enrichment score (NES) which was used to rank the gene sets according to their over-representation in one group when compared to another. For each gene set the false discovery rate was calculated to determine the probability that its NES represented a false positive finding. The more conservative family-wise error rate (FWER) statistic was also generated. Subsets of NRSF-binding genes from ChIP-Sequencing data previously obtained were populated according to binding affinity rank (Johnson et al., 2007). GSEA was run to determine if any specific subset was significantly contributing to the enrichment and the NES of each subset was plotted.

Statistical analyses of the microarray were stepwise (see Table 2). An initial discovery phase employed direct p values, and this was followed by False discovery rate (FDR) adjustments. This step-wise approach enabled initial candidate gene discovery by decreasing Type II error (and clearly increasing the initial possibility of Type I error). This was important in the context of the moderate seizure-dependent changes of NRSF expression in mature hippocampus where amplified Type II error may result in early rejection of biologically important candidate genes.

Benjamini–Hochberg FDR was employed in subsequent ANOVAs. Genes were considered significantly repressed if they had a greater than 20% reduction in expression at a p-value less than 0.05. Genes were designated as ‘NRSE-containing’ based on NRSF ChIP-sequencing data from previous studies (Johnson et al., 2007). One-way ANOVA was performed using MeV 4.7 (MultiExperiment Viewer from the TM4 Microarray Software Suite) (Saeed et al., 2003, 2006), and post hoc Benjamini–Hochberg FDRadjustments were made to the results using Excel (Microsoft). To avoid Type I error in the context of moderate changes of gene repression in mature hippocampus (see above), we set the FDR at 0.25. To avoid spurious discoveries (Type II error), we validated the repression of a sample of these genes using an independent method (qPCR). Heat maps were generated using MeV 4.7.

### Statistical analysis of qRT-PCR and ChIP

qPCR data were analyzed using a two-way ANOVA to answer the following questions; (a) did ODN treatment have the same effect at all values of status, that is was there any interaction? (b) did the NRSE ODN affect the result? (c) did the long seizures affect the result? ChIP data were analyzed by normalizing NRSF immunoprecipitation to IgG and calculating as a percentage of total input. Control and KA-treated groups were then compared using standard t-test.

## Additional files

Supplementary file 1. (**A**) NRSE sequences for NRSF regulated and non-regulated genes. (**B**) Primers used in qPCR. (**C**) Primers used in ChIP. **DOI:** http://dx.doi.org/10.7554/eLife.01267.013

# Supplementary material for: The transcription factor NRSF contributes to epileptogenesis by selective repression of a subset of target genes
**Source:** eLife. 2014 Aug 12;3:e01267. doi: 10.7554/eLife.01267
**Supplement:** Supplementary file 1. — (A) NRSE sequences for NRSF regulated and non-regulated genes. (B) Primers used in qPCR. (C) Primers used in ChIP. DOI: http://dx.doi.org/10.7554/eLife.01267.013

Supplemental Materials:

1. Supplementary File 1A: NRSE sequences for NRSF regulated and non-regulated genes.

2. Supplementary File 1B: Primers used in qPCR.

3. Supplementary File 1C: Primers used in ChIP.

**Supplementary File 1A:: NRSE Sequences**

| **Gene** | **NRSE Seq** | **Threshold score** |
| --- | --- | --- |
| *Atp2b* | CCCAGGACCACCAACTGAGAC | 66.4 |
| *Calb1* | AGCAGCACCGCGGACAGCGCC | 91 |
| *Crhr2* | CTGG CCGAAGAGCT GCTTTT | 71 |
| *Ep300* | ATTCAGGACCTCTGGAAGAGC | 71.6 |
| *Glra2* | CACCACCACCACCACCAC | 67.8 |
| *Grin2a* | CGCCCCCCGTGGGGGTGATG | 68.2 |
| *Hcn1* | CTGTCCACAGTTCTGAATCA | 80 |
| *Hcn2* | TCTGCAGCCGCGACAGCTCCT | 69.4 |
| *Htr1a* | GCTGTCCCGGGTGCTGAACC | 85.9 |
| *Kcnc2* | CCTCAGCACCCAGAGAAGCGG | 72.4 |
| *P2xr5* | TCTACCGGGTGCTGCAGCTC | 75.5 |
| *Pcsk1* | TCAGACCTCGGTGCTGAATAT | 78.5 |
| *Xpo6* | GTGTTCCTTGTGCAGCAAGTC | 68.8 |

**Supplementary File 1A::** Listing of NRSE containing genes for which ChIP was performed. NRSE sequences and threshold scores do not correlate with binding / occupancy before or after seizures. Threshold score as determined by Heinemeyer et al., 1998.

**Supplementary File 1B::** Primer sets for qPCR analysis

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| *Atp2b* | **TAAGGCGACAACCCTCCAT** | **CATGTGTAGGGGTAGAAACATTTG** |
| *Calb1* | **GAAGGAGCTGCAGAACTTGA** | **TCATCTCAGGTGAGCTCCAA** |
| *Crhr2* | **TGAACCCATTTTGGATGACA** | **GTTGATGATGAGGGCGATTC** |
| *Ep300* | **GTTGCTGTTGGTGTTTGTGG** | **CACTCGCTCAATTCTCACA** |
| *Gapdh* | **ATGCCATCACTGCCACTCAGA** | **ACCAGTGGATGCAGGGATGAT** |
| *Glra2* | **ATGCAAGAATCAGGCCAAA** | **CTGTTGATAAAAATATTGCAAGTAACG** |
| *Grin2A* | **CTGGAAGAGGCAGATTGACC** | **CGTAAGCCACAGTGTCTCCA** |
| *Hcn1* | **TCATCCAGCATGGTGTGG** | **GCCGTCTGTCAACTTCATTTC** |
| *Hcn2* | **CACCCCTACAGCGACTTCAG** | **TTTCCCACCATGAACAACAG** |
| *Kcnc2* | **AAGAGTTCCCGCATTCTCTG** | **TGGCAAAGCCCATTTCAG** |
| *Kcnh2* | **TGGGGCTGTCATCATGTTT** | **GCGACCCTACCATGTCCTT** |
| *Klf9* | **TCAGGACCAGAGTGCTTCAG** | **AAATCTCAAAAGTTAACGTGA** |
| *Lrp11* | **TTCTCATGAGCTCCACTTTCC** | **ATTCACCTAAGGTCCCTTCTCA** |
| *Myo5b* | **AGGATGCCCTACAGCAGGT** | **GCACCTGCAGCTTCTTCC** |
| *P2xr5* | **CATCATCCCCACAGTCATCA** | **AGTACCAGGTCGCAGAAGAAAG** |
| *Pcsk1* | **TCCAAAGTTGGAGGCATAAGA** | **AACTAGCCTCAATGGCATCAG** |
| *Stmn2* | **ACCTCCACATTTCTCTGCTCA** | **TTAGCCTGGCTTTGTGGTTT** |
| *Xpo6* | **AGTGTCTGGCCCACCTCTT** | **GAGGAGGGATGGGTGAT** |

**Supplementary File 1C::** Primer sets for ChIP analysis.

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| *Atp2b* | **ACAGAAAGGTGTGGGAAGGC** | **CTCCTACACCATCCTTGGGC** |
| *Calb1* | **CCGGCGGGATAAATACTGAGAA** | **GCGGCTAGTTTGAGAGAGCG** |
| *Crhr2* | **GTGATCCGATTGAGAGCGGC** | **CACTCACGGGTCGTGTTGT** |
| *Ep300* | **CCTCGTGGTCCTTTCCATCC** | **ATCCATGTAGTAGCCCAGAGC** |
| *Glra2* | **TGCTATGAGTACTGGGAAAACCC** | **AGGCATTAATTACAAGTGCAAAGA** |
| *Grin2a* | **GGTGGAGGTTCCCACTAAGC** | **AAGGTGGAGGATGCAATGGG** |
| *Hcn1* | **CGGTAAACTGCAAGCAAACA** | **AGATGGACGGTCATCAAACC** |
| *Hcn2* | **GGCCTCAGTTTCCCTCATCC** | **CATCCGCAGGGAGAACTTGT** |
| *Htr1a* | **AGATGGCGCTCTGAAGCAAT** | **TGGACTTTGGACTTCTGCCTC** |
| *Kcnc2* | **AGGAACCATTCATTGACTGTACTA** | **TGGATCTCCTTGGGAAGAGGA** |
| *P2xr5* | **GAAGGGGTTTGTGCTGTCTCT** | **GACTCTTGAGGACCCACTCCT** |
| *Pcsk1* | **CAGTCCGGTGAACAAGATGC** | **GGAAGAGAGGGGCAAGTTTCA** |
| *Xpo6* | **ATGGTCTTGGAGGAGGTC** | **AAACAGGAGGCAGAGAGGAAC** |

**Supplemental references:**

Heinemeyer, T., Wingender, E., Reuter, I., Hermjakob, H., Kel, A.E., Kolpakov, F.A., Podkolodny, N.L., Kolchanov, N.A. Databases on transcriptional regulation: TRANFAC, TRRD and COMPEL. *Nucleic Acids Res*. **26**, 364-370 (1998).

How the deposited data were processed for this re-analysis (not part of the article)

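CA1 RNA of 8 rats was analysed: 4 control rats that received saline and the random ODN (ctrl + random ODN, replicates 1, 2, 9 and 10) and 4 rats with kainic acid seizures and the NRSE-ODN (KA-seizures + NRSE-ODN, replicates 6, 15, 17 and 19). The paper's methods give the time of dissection as 48 hr after status epilepticus and the infusions as 5 µl and 2.5 µl at 2.0 nmol/µl. The paper places the first infusion 1 day after seizures, and the labels of the samples place it 3 hr after seizures ended. Rats with seizures and random ODN and controls with NRSE-ODN, which the paper also describes, were not analysed here. Seizures and ODN sequence differ together between the groups, and no value here separates their effects.

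For each of 22523 probes and each array the authors deposited an intensity averaged over beads by GenomeStudio, whose version is not given, with no normalization and no background subtraction. They deposited a detection p-value beside each intensity, which compares the probe with negative controls on the same array, and the number of beads. A second deposited table holds the same intensities multiplied by one factor per array (from 0.896 to 1.08), so that all arrays have the same mean of 486.9. Within an array the ratio of the tables varied by a relative range of at most 1.9e-06. The medians of that table range from 113.9 to 138.0 between arrays, so it is neither quantile normalized nor background corrected, and it served only as an alternative. The 8 columns of bead standard errors were not used.

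The intensities without normalization were processed with limma 3.58.1 in R 4.3.3. The function neqc corrected the background by a normal and exponential model, with the mean and SD of the negative controls inferred from the detection p-values, added an offset of 16, quantile normalized the arrays and took log2. Probes were kept when the detection p-value was under 0.05 in at least 4 of the 8 arrays, whichever the group. Probes were named through the probe sequences' match to the rat annotation of assembly GRCr8. One symbol was found for 13793 probes, none had several, and 8730 had none and stood for themselves. A gene with several kept probes was represented by the one with the highest mean (144 genes). At least 1 array detected 14269 probes, at least 4 arrays 11374 and all 8 arrays 9354. Per array, 7927 to 8277 named genes were detected, the mean intensity was 449.4 to 543.6 and the median number of beads per probe 40 to 42. No pair of arrays was identical.

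The 11222 features were compared with lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The study's own criterion (more than 20% lower on the linear scale, unadjusted p under 0.05) was applied to the genes of Table 2 and to those that label Fig. 3B only. Gene lists, 34 in number and written before the data were examined, and the whole of Table 2 were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over all 35. Camera compares a list with the other genes. The values of single genes and of list means were compared with an exact permutation test over the 70 arrangements of 4 and 4, whose smallest two-sided p is 0.0286. Confidence intervals are 95% intervals from limma's standard errors and the residual degrees of freedom of the arrays alone. They are wider than intervals from limma's moderated test would be.

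Genes were named by a rule set before the data were examined: every gene that the paper names, whose values in the paper had been seen; the 10 largest increases and the 10 largest decreases among named genes past the threshold whose groups do not overlap; up to 4 members of each list with the lowest adjusted p; and up to 5 genes per direction that were detected in every array of one group and in none of the other. For the last kind only a lower bound of the fold is given, against the lowest detected signal of each array, and the same floor serves for the largest decreases, Il10 and Htr1a where some arrays did not detect them.

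On simulated data for this comparison, with 200 of 11222 genes changed and independent noise, limma recovered 10.4% of the genes changed by 0.5 on the log2 scale, 53.7% of those changed by 1 and 95.5% of those changed by 2, with 4.50% false calls. With no gene changed it called 0. A shifted list was found by camera with 0 others called. The simulated noise was independent between genes, unlike that of the arrays.

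Alternatives set before the data were examined were the deposited scaled values in log2 (values under 16 set to 16), quantile normalization without background correction, normexp with an offset of 50 and median scaling, no filter, a detection p-value under 0.01 in all 8 arrays, the mean of a gene's probes, eBayes with trend and robust, array weights, the t-test of the methods, other thresholds, and leaving out each array. For the Table 2 set, the median of Signal2Noise was also compared with 10000 random lists matched on mean expression. The slide of each array is not given, so no term for it was fitted.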

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

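The tests of the leukocyte list, of CpG dinucleotides, of exchanged labels, of the share of neurons, of the largest list median in each split and of shares from 2 lists were chosen after the values they weigh had been seen. Those of the normalization, of mixed RNA and of other splits were set before their results were seen. The test of array quality was also set before, but how it reads a tie between arrays was changed after its result was seen.

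A sample far from the other 3 of its group was sought in 148 groups of 4 values (genes that the paper names, array measures and list means), of which 9 were past Dixon's critical value, where chance gives about 7.4. In ctrl + random ODN replicate 10, 5 of the 9 were found. They are the log2 signals of Ntrk3 (8.45 against 9.08 to 9.13) and Tap1 (7.90 against 9.44 to 9.55), the mean deviation of the erythroid list (-1.07 against 0.28 to 0.43) and of the complement, MHC and interferon list (-1.13 against 0.20 to 0.47), and the median number of beads per probe (40 against 42). In ctrl + random ODN replicate 2, the log2 signal of Stmn2 was 12.45 against 11.96 to 12.04, and the mean deviation of the activity-dependent list was 0.85 against -0.32 to -0.25. The median number of beads was 41 against 42 in KA-seizures + NRSE-ODN replicate 15, and the mean deviation of the NRSF corepressor list was 0.11 against 0.05 in KA-seizures + NRSE-ODN replicate 19. Any number of beads that differs from 3 equal ones passes this test, and the number given for chance takes no account of such ties. Tap1 is also a member of the complement, MHC and interferon list, so its result is not separate from that of the list.

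A signal in genes that the paper does not discuss is the difference in inflammatory genes. Cd72 had a log2 difference of -3.74, and the 24 measured genes of cytokines and chemokines had a median log2 difference of -2.07. In the other direction Npy had a log2 difference of 2.37. Of the 35 splits of the 8 arrays into 4 and 4, only 1, the real one, gave a median of the cytokine and chemokine genes this large, and the highest of the other splits gave 1.54. The list was picked out of 35 for its shift. When the largest median of any list was taken in each split, the real one was again the highest, but the next gave 1.98. That value came from the choroid plexus and ependyma list, with 3 measured genes. The split that exchanges ctrl + random ODN replicate 10 and KA-seizures + NRSE-ODN replicate 17 gave 1.93, from the complement, MHC and interferon list. The real split thus led only narrowly, at the smallest share that 35 splits allow, and chance in the grouping is not excluded. Camera with the estimated correlation and fry did not pass the cytokine and chemokine list (adjusted p = 0.627 and 0.106). In 4 of its 24 genes no more than 2 rats with KA-seizures + NRSE-ODN had a detected signal, and with every undetected value raised to the lowest detected signal of the array the median was -1.83. The normalization alone does not account for it, since the median nearest to 0 under the other 3 normalizations was -1.19. Fewer infiltrating leukocytes stay open: the leukocyte list had a median of -0.64, less than the chemokine list, but only 7 of its genes were measured. Of these, 5 were detected in no more than 2 rats with KA-seizures + NRSE-ODN, so background limits how far they can fall, and with every undetected value raised to the lowest detected signal of the array the median was -0.53. A response to the random ODN, whose sequence holds 4 CpG dinucleotides where the NRSE ODN holds 0, is a further possible explanation. CpG dinucleotides in the random ODN and seizures cannot be told apart here, because the random ODN was given only to rats without seizures among the groups analysed. An effect of seizures, of the infusion or of the NRSE ODN was not tested.

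More genes passed the threshold without ctrl + random ODN replicate 10 or without KA-seizures + NRSE-ODN replicate 17. The groups as given called 57 genes, leaving out replicate 10 called 950, leaving out replicate 17 called 499, and leaving out both, a choice made after seeing the data, called 1634. Of the 35 splits, 2 called at least as many as the real one, so chance in the grouping cannot be excluded for this count. The other one exchanges these 2 arrays and called 505, the highest of the other splits, which points to a structure of the samples that the conditions do not describe. On the first principal component (48.6% of the variance) the arrays of replicates 10 (3.06) and 17 (-5.69) lie between the other 3 of ctrl + random ODN (-35.1 to -25.9) and the other 3 of KA-seizures + NRSE-ODN (27.8 to 37.3). Over the 1692 genes that separate the other 6 arrays, with the mean of ctrl + random ODN at 0 and that of KA-seizures + NRSE-ODN at 1, the median position was 0.657 for ctrl + random ODN replicate 10 and 0.5232 for KA-seizures + NRSE-ODN replicate 17. When each of the other 6 was held out in turn, those of ctrl + random ODN lay at 0.010 to 0.247 and those of KA-seizures + NRSE-ODN at 0.75 to 0.987. Both arrays thus lie outside the range of either group, a place that neither the labels as given nor an exchange accounts for by itself. With 3 other arrays in each group to set them against, exchanged labels stay open. The paper's qPCR is given by group and does not settle it. RNA of the other group mixed into these 2 arrays stays open as well: the share of the other group's RNA was 0.638 from higher and 0.739 from lower genes in replicate 10, and 0.417 and 0.481 in replicate 17, and the larger difference, 0.101, is within the 0.2 that a mixture allows. Between 2 lists of lower genes, looked at afterwards, the shares part by more. In replicate 10 the share was 0.441 from 19 cytokine and chemokine genes (-0.06 to 0.715 between quartiles) and 0.784 from 22 complement, MHC and interferon genes (0.632 to 0.867), and in replicate 17 it was 0.352 (0.214 to 0.627) and 0.633 (0.474 to 0.870). These differences exceed 0.2, which counts against a plain mixture, but the ranges overlap, so they do not exclude it. Array quality is not decided, since both arrays lay inside the range of the other 6 in 1 of 3 measures. Replicate 10 had the highest mean intensity (543.6) and the fewest beads (40), while replicate 17 lay inside the range in each of the 3 measures. The lowest number of beads of any probe was not among these measures. It was 11 in replicate 10 and 12 in replicate 17, below the other 6 arrays (15 to 17). A biological difference between rats, such as the strength of seizures, was not tested.

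The Table 2 genes moved together between the rats with KA-seizures + NRSE-ODN. Of the 35 splits, 19 gave a median difference of these genes at least as large as the real 0.144, and the highest of the others gave 0.441. For the number of Table 2 genes past the study's criterion, 13 of the 35 splits gave at least the real 2, and the highest of the others gave 11. Chance in the grouping can be excluded for neither. The normalization is argued against as the source of the spread between rats, since the lowest SD of the rats' Table 2 means under the other 3 normalizations was 0.4277, against 0.511. A lower share of neurons in replicates 15 and 17 cannot be told apart from a change in these genes. In these rats the 36 measured pan-neuronal and synaptic vesicle genes outside Table 2 had median deviations of -0.19 and -0.26, at least 0.3895 of those of the Table 2 genes, which lies between the bounds set for either answer. The pattern was not particular to Table 2. Medians were also low in these rats for the CA1 pyramidal (-0.14 and -0.92), glutamate receptor (-0.33 and -0.44) and qPCR-unchanged (-0.26 and -0.59) lists. In replicates 6 and 19 these medians were above 0. The interneuron (-0.06 and 0.04), dentate and CA3 (-0.35 and 0.04) and textbook NRSF target (0.06 and -0.22) lists did not fall in both rats. The paper's methods give the same NRSE-ODN dose for all rats. How far seizures differed between these rats is not given.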

How the results depend on the processing

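Leaving out both ctrl + random ODN replicate 10 and KA-seizures + NRSE-ODN replicate 17 was chosen after seeing the data; all other alternatives were set before. The number of genes changed (57) was 45 to 74 with the deposited values, quantile normalization alone, the mean of a gene's probes, trend and robust, or a 20% minimum change. It was 89 with normexp and median scaling, 13 with no filter (22067 features tested), 14 with detection in all 8 arrays (8060 tested), 1407 with array weights, 1 with the t-test of the methods (1812 at an unadjusted p under 0.05), 1965 at an adjusted p under 0.25, 2038 by the study criterion in either direction and 1634 without both arrays. Without a single array it was 8 (without ctrl + random ODN replicate 9 or KA-seizures + NRSE-ODN replicate 15) to 950, and only without ctrl + random ODN replicate 10 (950) or KA-seizures + NRSE-ODN replicate 17 (499) did it rise. All 57 genes were among the 499 and the 1407, and 54 among the 950. Fewer arrays and other numbers of features tested are part of these alternatives; otherwise the cause was not tested.

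The 2 Table 2 genes past the study criterion were the same under each normalization and filter and with array weights, and 0 with the t-test; without a single array the number was 0 to 4. The median of the Table 2 genes, -0.14, kept its sign except without KA-seizures + NRSE-ODN replicate 17 (range without single arrays -0.29 to 0.0066); it was -0.05 with array weights and -0.0016 without both arrays. The camera adjusted p, 0.0542, was under 0.05 with the deposited values (median -0.16, p 4.9e-04), quantile normalization alone (-0.14, p 0.0498), normexp and median scaling (-0.22, p 0.0160), no filter (-0.14, p 0.0349), detection in all 8 arrays (p 0.0439) and trend and robust (p 0.0448), and without KA-seizures + NRSE-ODN replicate 19 (1.1e-04), KA-seizures + NRSE-ODN replicate 6 (0.00193) or ctrl + random ODN replicate 1 (0.0484); Signal2Noise against random lists gave an unadjusted p of 0.0242. It was not under 0.05 with the mean of probes, array weights, the t-test, the estimated correlation or fry (0.0503 to 0.887), nor without both arrays (0.646).

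The number of lists past camera (6) was 13 with no filter and 5 to 9 under the other alternatives with all 8 arrays; without a single array it was 5 to 10. Of the genes the paper names, 0 passed an adjusted p of 0.05 (main), 5 with array weights, 6 without both arrays and 0 to 5 without a single array (5 without ctrl + random ODN replicate 10, 2 without KA-seizures + NRSE-ODN replicate 17). The activity-dependent list, at a median of -0.04, had one of 0.34 without ctrl + random ODN replicate 2 and then passed (camera adjusted p = 0.0213 from limma). The median number of detected probes stayed within 1.5 times (9354 to 14269). The cytokine and chemokine, complement and oligodendrocyte lists passed camera at the preset correlation under all 17 alternatives set beforehand, but not at the estimated correlation (0.627, 0.804 and 0.804) or with directional fry (0.106, 0.168 and 0.168); the reactive astrocyte, leukocyte and stress lists did not under 2, 2 and 4 of them. The slide was not given and its block was not run. No paired analysis was possible because the groups share no replicate numbers. The filter kept genes at background in a whole group, so fold changes of these depend on the background.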

Differences from the paper's values

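The values set beside the paper's were the arrays per group, the genes on the array, the genes detected and the Table 2 genes not repressed. None of these differed by more than 1.5 times, which says little about the paper's results. Repression by seizures with random ODN and the enrichment of binned genes were not measured. The paper's number of detected genes, 12996, states no threshold; 14269 probes were detected in any array, 11374 in at least 4 and 9354 in all 8, over the 8 arrays analysed here alone. The paper's number of genes of Table 2 that were not significantly repressed in KA-seizures + NRSE-ODN, 28, stands beside 24 of 26 measured genes here by the study's criterion with limma. The paper listed the genes in part for this property, so the count here is not an independent check of it.

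The paper lists Myo5b and Calb1 among the genes no longer repressed when NRSF was blocked. It reports qPCR of the rescue for Myo5b (Fig. 3C), and the caption of Fig. 4B names both among genes measured by qPCR that were repressed and rescued. Here both met the study's criterion of repression against ctrl + random ODN, with linear changes of -44.8% and -34.6% at unadjusted p of 0.0235 and 0.0336 from limma, although neither passed the adjusted threshold. With the t-test of the methods, an alternative set before the data were examined, neither met the criterion and 26 of 26 were not repressed. Leaving out ctrl + random ODN replicate 2 or 9, or KA-seizures + NRSE-ODN replicate 15 or 17, also gave 26 of 26. Without KA-seizures + NRSE-ODN replicate 6 or 19 the number was 22 of 26. It was 25 without ctrl + random ODN replicate 1 and 24 without ctrl + random ODN replicate 10. Of the 7 other genes that this caption names, Hcn1 had no probe named here, and Glra2 (log2 difference 0.05), Grin2a (-0.86), Kcnc2 (0.08), Klf9 (-0.22), Lrp11 (-0.17) and Stmn2 (-0.25) did not meet the criterion here. Grin2a met it without KA-seizures + NRSE-ODN replicate 6. The differences of Glra2 and Kcnc2 were below 0 without KA-seizures + NRSE-ODN replicate 6 or 19. Over the 3 kept probes of Kcnc2 the difference ranged from -0.20 to 0.08, the latter from the probe that represents it.

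The methods state quantile normalization and background correction, while the deposited scaled intensities show 1 factor per array and neither of these steps. The text sets the seizure group with NRSE-ODN against the control group in the enrichment of binned genes, and the notes of Table 1 name controls with NRSE-ODN; these bins were not analysed here.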

Other observations

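All lists named here were written before the data were examined, and differences are KA-seizures + NRSE-ODN minus ctrl + random ODN. Camera passed 6 of 35 lists at the preset correlation, 1 higher and 5 lower, and 0 with the estimated correlation; fry passed 0 for a shift in one direction and 14 for changes in either direction. Of the 35 splits of the arrays, 23 passed at least 6 lists and the highest of the other splits passed 24, so chance in the grouping cannot be excluded for the number of lists.

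Of 24 cytokine and chemokine genes, 21 were lower and 3 higher in sign in KA-seizures + NRSE-ODN, and 4 were lower and 0 higher past the threshold (18 lower when adjusted over the list alone). Camera gave an adjusted p of 1.5e-12 at the preset correlation and of 0.627 at the estimated one, and fry one of 0.106. The exact permutation p for the list means was 0.0286, the smallest that 4 rats against 4 allow, which 5 of the 35 lists had, where about 1 is expected by chance. The mean of the list was lower in each of the 4 rats with KA-seizures + NRSE-ODN than in each rat with ctrl + random ODN. Il10 (adjusted p = 0.0467 from limma) was among the 4, beside Ccl5, Cxcl9 and Ccl19, but it was detected in 1 of the 4 rats with KA-seizures + NRSE-ODN. With the undetected values raised to the lowest detected signal of the array, its log2 difference was -1.52 or lower. Of 23 genes of complement, MHC and interferon response, all 23 were lower in sign and Serping1 (-2.06, adjusted p = 0.00971 from limma) passed; 16 were lower adjusted over the list alone, and the median was -1.57. That list was low in ctrl + random ODN replicate 10 (-1.01) and near the controls in KA-seizures + NRSE-ODN replicate 17 (-0.04), and the medians in the other 3 rats with KA-seizures + NRSE-ODN were -1.64, -2.35 and -2.03. The reactive astrocyte list (15 genes) had a median of -0.83, the leukocyte list one of -0.64 (-0.53 with undetected values raised to the lowest detected signal of the array) and the stress and heat shock list (12 genes) one of -0.32, with camera adjusted p of 0.00114, 0.0199 and 0.0349 at the preset correlation and of 0.887, 0.804 and 0.887 at the estimated one. Some of the lower lists share genes and are not independent of each other. The reactive astrocyte list shares Cxcl10 with the cytokine and chemokine list and Gbp2 with the complement, MHC and interferon list. The leukocyte list lost its call with the deposited values (-0.13) and with normexp and median scaling (-0.32). The microglia and macrophage list (20 genes) moved both ways, with a median of -0.39 (camera adjusted p = 0.310), 2 genes higher, Trem2 and P2ry12 (1.21, adjusted p = 0.0299 from limma), and 0 lower over all genes. Trem2 stayed past the threshold in 7 of the 17 alternatives. P2ry12 did so in 7 of the 16 whose filter kept it, with log2 differences from 0.54 to 1.32.

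The oligodendrocyte list (13 genes, 12 higher in sign) had a median of 0.43, with a camera adjusted p of 0.00874 at the preset correlation and of 0.804 at the estimated one (fry 0.168, exact permutation p = 0.0571 for the list means). The list of oligodendrocyte precursors (5 genes) had one of 0.58 (camera adjusted p = 0.0542), astrocytes (11 genes) one of 0.23 (0.273) and endothelial and mural cells (10 genes) one of 0.24 (0.298). The interneuron list (13 genes) had a median of 0.24 (0.130), with 2 genes higher, Npy and Cort (1.09, adjusted p = 0.0445 from limma), and 5 higher when adjusted over the list alone. Cort stayed past the threshold in 5 of the 16 alternatives whose filter kept it, with log2 differences from 0.42 to 1.19. The CA1 pyramidal list (7 genes) had a median of 0.06 and a mean of -0.01, and the dentate and CA3 list (5 genes) had 0.07 and -0.08 (camera adjusted p = 0.849 for each). Under another normalization the medians of these lists fell below 0, to -0.02 with normexp and median scaling and to -0.03 with quantile normalization alone, and without single arrays they reached -0.21 (without KA-seizures + NRSE-ODN replicate 19) and -0.05 (without KA-seizures + NRSE-ODN replicate 6). The erythroid list (4 genes) had a median of 0.14 (camera adjusted p = 0.766, toward lower values), which was -0.33 without ctrl + random ODN replicate 10. The choroid plexus and ependyma list (3 genes) had a median of -1.79 (camera adjusted p = 0.0814), which is the value of F5, between Ttr and Slc4a5 (0.05). F5 was detected in 2 of the 4 rats with KA-seizures + NRSE-ODN. The log2 signal of Ttr ranged from 6.23 to 14.35 between rats with ctrl + random ODN and from 5.12 to 5.80 between rats with KA-seizures + NRSE-ODN (adjusted p = 0.111 from limma).

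Textbook NRSF targets outside Table 2 (21 genes) had a median of 0.07 and a mean of 0.31 (camera adjusted p = 0.130, exact permutation p = 0.0286 for the list means). Members with large differences were Vgf (1.74), Bdnf (1.55) and Scg2 (1.05), with adjusted p from limma of 0.147, 0.193 and 0.129. Vgf and Bdnf are also in the activity-dependent list, so the mean of the textbook targets rests in part on such genes. The list of textbook targets passed camera at the preset correlation under 3 of the 17 alternatives. These were no filter, array weights and leaving out KA-seizures + NRSE-ODN replicate 17 (0.0409, 0.0365 and 0.0215). With all arrays at the estimated correlation its adjusted p was 0.887. Its median ranged from -0.02 (without KA-seizures + NRSE-ODN replicate 6) to 0.29. NRSF corepressors (8 genes) had a median of 0.11 (0.766). Rest itself was below the detection filter. The cell cycle list (19 genes, all higher in sign) had a median of 0.29 (camera adjusted p = 0.0570), and in KA-seizures + NRSE-ODN replicates 15 and 17, where Table 2 genes were low, its medians were 0.81 and 1.14, while they were -0.21 and -0.10 in replicates 6 and 19. The rats with ctrl + random ODN lay between -0.26 and 0.36. Oxidative phosphorylation (23 genes, 21 higher in sign) had a median of 0.13 (0.0813), cholesterol synthesis (14 genes) one of 0.15 (0.249), activity-dependent genes (24 genes) one of -0.04 with a mean of 0.14 (0.876), extracellular matrix (20 genes) one of -0.05 (0.766) and housekeeping genes (11 genes) one of 0.04 with a mean of -0.04 (0.746). Other lists that did not pass with all arrays passed camera under some of the 17 alternatives: oligodendrocyte precursors under 7, cell cycle under 5, oxidative phosphorylation under 4, interneurons and choroid plexus under 2 each, and activity-dependent genes and microglia under 1 each. The median of the extracellular matrix list was 0.06 with the deposited values and 0.16 without KA-seizures + NRSE-ODN replicate 19, and that of the activity-dependent list ranged from -0.14 to 0.34. That of the housekeeping list was -0.01 with them and -0.04 with normexp and median scaling.

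Of the genes that the paper measured by qPCR as unchanged by seizures, or names with them, 4 were measured here as a list with Htr1a, with a median of -0.24 (camera adjusted p = 0.533). Atp2b1, which stands with Atp2b2 for a family the paper names, had a log2 difference of -0.07 (0.13 without KA-seizures + NRSE-ODN replicate 17), Atp2b2 one of 0.41 (adjusted p = 0.213), P2rx5 one of -0.41 (0.330) and Htr1a one of -0.63 (0.217, all from limma). Htr1a was detected in 2 of the 4 rats with KA-seizures + NRSE-ODN, and its log2 difference was -0.41 with the undetected values raised to the lowest detected signal of the array. Gapdh, the reference gene of the qPCR, differed by 0.05, and by -0.01 with the deposited values, -0.04 with normexp and median scaling and -0.02 without KA-seizures + NRSE-ODN replicate 19. The genes Tap1 (-2.0), Nampt (-1.22), Plaat3 (-0.62, HRASLS3 in the paper), Psmb2 (-0.47) and Ptk2b (-0.41), which label Fig. 3B but not Table 2, were lower with adjusted p from limma of 0.117 to 0.252. Each met the study's criterion of repression, with linear changes of -71.2%, -55.8%, -36.1%, -28.6% and -24.0% in this order. Their unadjusted p from limma was 0.00456 to 0.0451, and exact permutation tests gave a two-sided p of 0.0571 or 0.0857. Without ctrl + random ODN replicate 10 the adjusted p of Tap1, Nampt, Plaat3 and Psmb2 fell to 0.0317, 0.0369, 0.0301 and 0.0371, and that of Myo5b to 0.0474.

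Detected in all 4 rats with KA-seizures + NRSE-ODN and in no rat with ctrl + random ODN were 8 genes, among them Omd (at least 1.50-fold higher), Mfap4 (1.40), Tmem176a (1.36), Slc26a1 (1.25) and Emid1 (1.23). Detected in all 4 rats with ctrl + random ODN and in none with KA-seizures + NRSE-ODN were 10, among them Glycam1 (at least 5.21-fold lower), Pon1 (2.76), Ly49i7 (2.45), Akr1b8 (2.30) and Acod1 (2.17). The first 2 bounds rest on ctrl + random ODN replicate 1, without which they were 2.48 and 1.42. That array also had the highest signal of Ttr. Over the 12 alternatives whose filter kept these genes, Glycam1, Pon1, Tmem176a and Emid1 passed an adjusted p of 0.05 in 0. Slc26a1 passed it in 1, Omd, Mfap4 and Acod1 in 2 each, Ly49i7 in 4 and Akr1b8 in 9.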
